# Histone Chaperone Paralogs Have Redundant, Cooperative, and Divergent Functions in Yeast

**DOI:** 10.1534/genetics.119.302235

**Published:** 2019-10-11

**Authors:** Neda Savic, Shawn P. Shortill, Misha Bilenky, Joseph M. Dobbs, David Dilworth, Martin Hirst, Christopher J. Nelson

**Keywords:** chromatin, paralog, histone chaperone, genetic interactions, nucleolus

## Abstract

Gene duplications increase organismal robustness by providing freedom for gene divergence or by increasing gene dosage. The yeast histone chaperones Fpr3 and Fpr4 are paralogs that can assemble nucleosomes *in vitro*; however, the genomic locations they target and their functional relationship is poorly understood. We refined the yeast synthetic genetic array approach to enable the functional dissection of gene paralogs. Applying this method to Fpr3 and Fpr4 uncovered redundant, cooperative, and divergent functions. While Fpr3 is uniquely involved in chromosome segregation, Fpr3 and Fpr4 cooperate to regulate genes involved in polyphosphate metabolism and ribosome biogenesis. We find that the TRAMP5 RNA exosome is critical for fitness in Δ*fpr3*Δ*fpr4* yeast and leverage this information to identify an important role for Fpr4 at the 5′ ends of protein coding genes. Additionally, Fpr4 and TRAMP5 negatively regulate RNAs from the nontranscribed spacers of ribosomal DNA. Yeast lacking Fpr3 and Fpr4 exhibit a genome instability phenotype at the ribosomal DNA, which implies that these histone chaperones regulate chromatin structure and DNA access at this location. Taken together. we provide genetic and transcriptomic evidence that Fpr3 and Fpr4 operate separately, cooperatively, and redundantly to regulate a variety of chromatin environments.

GENE duplication events play an important role both in driving protein evolution and in providing a mechanism for ensuring the robustness of biological systems. Since the earliest observations of duplications on chromosomes (Darlington and Moffett 1930; Bridges 1936) and redundant genes (Kataoka *et al.* 1984; Basson *et al.* 1986), models implicating gene duplication events as complex drivers of evolution have been proposed (Ohno 1970; Hughes 1994; Force *et al.* 1999; Francino 2005; Innan and Kondrashov 2010). Evolutionary forces can favor the retention of redundant genes for dosage reasons; for example, identical copies of histone and ribosomal genes are present in most eukaryotes. Alternately, duplicated genes provide an opportunity for functional divergence of gene pairs, or paralogs, over time.

The *FPR3* and *FPR4* genes encode two *Saccharomyces cerevisiae* paralogs (Benton *et al.* 1994; Manning-Krieg *et al.* 1994; Shan *et al.* 1994; Dolinski *et al.* 1997) derived from a distant ancestral gene (Wolfe and Shields 1997; Kellis *et al.* 2004; Pemberton 2006). They code for highly similar proteins (58% identical and 72% similar in amino acid residues) with acidic N-terminal nucleoplasmin-like histone chaperone and C-terminal FK506-binding (FKBP) peptidyl-prolyl isomerase domains (Kuzuhara and Horikoshi 2004; Xiao *et al.* 2006; Park *et al.* 2014) (Figure 1A). Both proteins localize to the nucleus and are enriched in the nucleolus (Benton *et al.* 1994; Manning-Krieg *et al.* 1994; Shan *et al.* 1994; Huh *et al.* 2003). Notably, Fpr3 and Fpr4 interact with each other and share some common physical interactors (Krogan *et al.* 2006), including histones (Shan *et al.* 1994; Nelson *et al.* 2006; Xiao *et al.* 2006) and the Nop53 ribosome biogenesis factor (Sydorskyy *et al.* 2005). Additionally, both *FPR3* and *FPR4* are multicopy suppressors of temperature sensitivity and mating defects resulting from the absence of the Tom1 E3 ubiquitin ligase (Utsugi *et al.* 1999; Davey *et al.* 2000), and both Fpr3 and Fpr4 are required for the degradation of the centromeric histone H3 variant Cse4 (Ohkuni *et al.* 2014). Therefore, there is good evidence that Fpr3 and Fpr4 cooperate.

**Figure 1:**
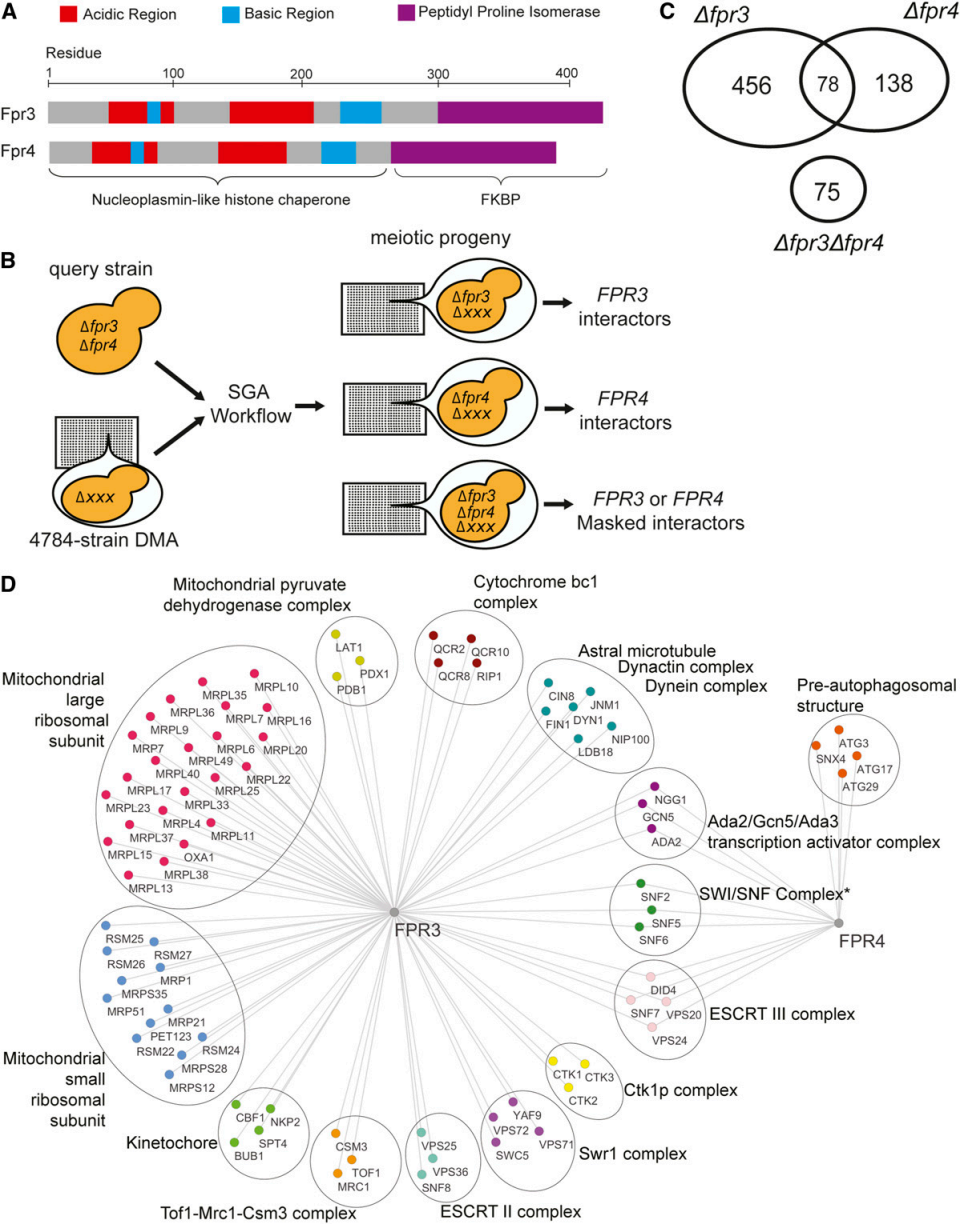
Fpr3 and Fpr4 have separate, cooperative, and redundant functions. (A) Domain architectures of Fpr3 and Fpr4. Both proteins have an N-terminal nucleoplasmin-like domain with characteristic patches of acidic and basic residues, and a C-terminal FK506-binding (FKBP) peptidyl prolyl isomerase domain. (B) Schematic illustrating modified paralog-SGA workflow. Spores from a single cross of the double deletion ∆*fpr3*∆*fpr4* query to the 4784 strain DMA are manipulated to generate three separate sets of meiotic progeny for interactome analysis. The query strain also harbored an episomal *URA3* plasmid with a functional *FPR4* gene to avoid the slow growth phenotype of Δ*fpr3*Δ*fpr4* dual deletion, and its vulnerability to suppressor mutations. This plasmid was selected for (for *FPR3* interactors) or against (for *FPR4* interactors) in the last step of the screen. (C) Venn diagram illustrating shared and unique negative genetic interactions from ∆*fpr3* and ∆*fpr4* paralog-SGA screens. The number of negative genetic interactions only detectable in double deletion ∆*fpr3*∆*fpr4* mutants is represented below. (D) Network illustrating complex related ontologies enriched among unique and shared negative genetic interactors of *FPR3* and *FPR4*. * *SNF2*, *SNF5*, and *SNF6* were identified as hits in the *FPR4* screen only, but displayed a synthetically sick phenotype with both ∆*fpr3* and ∆*fpr4* mutations in confirmatory spotting assays (not shown).

There is also evidence that these paralogs have separate functions. Fpr3 has been identified as a regulator of chromosome dynamics at mitotic and meiotic centromeres. During meiosis, Fpr3 enhances recombination checkpoint delay (Hochwagen *et al.* 2005) and prevents meiotic chromosome synapsis initiation at centromeres (Macqueen and Roeder 2009). To our knowledge, no reports describe similar data for Fpr4. Thus, Fpr3 may have functionally diverged. By contrast, Fpr4 can silence expression of a reporter at ribosomal DNA (rDNA) (Kuzuhara and Horikoshi 2004), but the degree to which Fpr3 regulates rDNA has not been described. Additionally, Fpr4 is involved in transcription induction kinetics through the isomerization of prolines on the amino tails of histones H3 and H4 (Nelson *et al.* 2006). Finally, microarray gene expression analysis of Δ*fpr3* and Δ*fpr4* yeast identified small changes in partially overlapping sets of mRNAs (up to fourfold changes in 385 and 161 genes, respectively) (Park *et al.* 2014).

Loss-of-function phenotypes and genetic interactions usually provide insight into gene function. For example, the *ASF1* and *RTT106* genes, encoding histone chaperones, display clear chromatin-related genetic interactions in synthetic genetic array (SGA) screens (Costanzo *et al.* 2010, 2016). We noted that the genetic interactomes of *FPR3* and *FPR4* contained few chromatin-related hits (Collins *et al.* 2007; Costanzo *et al.* 2010, 2016; Stirling *et al.* 2011; Milliman *et al.* 2012) and hypothesized that the high similarity of these paralogs could render them semiredundant, masking their genetic interactions.

Here, through a set of comprehensive genetic interaction screens designed for paralogs and a series of RNA-sequencing (RNA-seq) transcriptome surveys, we demonstrate that Fpr3 and Fpr4 operate separately, cooperatively, and redundantly. Unique genetic interaction profiles and differentially expressed genes demonstrate that these histone chaperones are not equivalent; for example, Fpr3 appears uniquely involved in chromosome segregation. By contrast, shared genetic interactions of *FPR3* and *FPR4* with the SWI/SNF and ADA chromatin regulators predicted that Fpr3 and Fpr4 cooperate to regulate genes. The identification of polyphosphate metabolism and ribosome biogenesis genes as Fpr3/4 targets confirms this prediction. We find that the TRAMP5 RNA exosome becomes critical for fitness in Δ*fpr3*Δ*fpr4* yeast, and leverage this information to perform a sensitized survey for Fpr4-regulated genomic loci. This strategy identified an important role for Fpr4 at the 5′ ends of protein coding genes as well as at the nontranscribed spacer regions of rDNA. Finally, we show that yeast lacking Fpr3 and Fpr4 exhibit a genome instability phenotype at the rDNA, implying that these histone chaperones regulate chromatin structure at these regions. Taken together we provide genetic and transcriptomic evidence that Fpr3 and Fpr4 operate separately, cooperatively, and redundantly to regulate a variety of chromatin environments.

## Materials and Methods

### Yeast strains and plasmids

Yeast strains used in this study are described in Supplementary Material, Appendix 5. Strains in the *MAT***a** nonessential yeast deletion mutant array (DMA) collection used for the SGA analysis are all isogenic to BY4741 and were purchased from Thermo Fisher Dharmacon. The plasmid rescued double genomic deletion ∆*fpr3*∆*fpr4* SGA query strain (YNS 35) was created in a Y7092 genetic background as follows. The endogenous *FPR4* locus on a Y7092 wild-type strain was replaced with a nourseothricin resistance (*MX4-NATR*) PCR product deletion module. The resulting single-gene ∆*fpr4* deletion mutant was subsequently transformed with prs316 FPR4: a single-copy, *URA3*-marked shuttle vector carrying an untagged, full-length copy of the *FPR4* open reading frame with endogenous promoter and terminator [originally described in Nelson *et al.* (2006)]. The endogenous *FPR3* locus on this plasmid-rescued ∆*fpr4* deletion mutant was subsequently replaced with a *LEU2* PCR product deletion module.

Triple deletion mutants ∆*rrp6*∆*fpr3*∆*fpr4* and ∆*trf5*∆*fpr3*∆*fpr4* and their corresponding mixed-population total haploid meiotic progeny controls used in the validating growth curves were generated from the SGA cross (see below).

Single-gene deletion mutants of ∆*fpr3*, ∆*fpr4*, and ∆*sir2* used for the RNA-seq are all isogenic to BY4741 and were either purchased from open biosystems or taken from the yeast DMA (purchased from Thermo Fisher Dharmacon). The isogenic double deletion ∆*fpr3*∆*fpr4* mutant was constructed from the open biosystems ∆*fpr3* single-gene deletion mutant by replacing the endogenous *FPR4* locus with a nourseothricin resistance (*MX4-NATR*) PCR product deletion module. The *FPR4*(∆*fpr3*∆*trf5**)* and ∆*fpr3*∆*fpr4*∆*trf5* isogenic strains and their corresponding total haploid mixed-population controls were generated from the SGA cross (see below).

### SGA analysis

SGA analysis was performed using a Singer Instruments ROTOR microbial arraying robot as previously described (Tong and Boone 2006), with the following modifications. The *MAT***a**/α diploid zygotes resulting from the query strain DMA cross were pinned onto diploid selective YPD + G418/clonNAT plates a total of two times for greater selection against any residual haploids. Sporulation was carried out at room temperature for 14 days. Spores were pinned onto *MAT***a** selective germination media for two rounds of selection as previously described (Tong and Boone 2006).

The resulting *MAT***a** progeny were subsequently replica plated onto four kinds of selective media: control media selective for the total haploid meiotic progeny population (SD media lacking histidine, arginine, and lysine, and containing canavanine and thialysine both at a final concentration of 50 mg/liter, and G418 at a final concentration of 200 mg/liter), media selective for ∆*xxx*∆*fpr3* haploid meiotic progeny (SD media lacking histidine, arginine, lysine, leucine, and uracil, and containing canavanine and thialysine both at a final concentration of 50 mg/liter, G418 and clonNAT both at a final concentration of 200 mg/liter), media selective for ∆*xxx*∆*fpr4* haploid meiotic progeny (SD media lacking histidine, arginine, and lysine, and containing canavanine and thialysine both at a final concentration of 50 mg/liter, G418 and clonNAT both at a final concentration of 200 mg/liter, and 5-fluoroorotic acid (5-FOA) at a final concentration of 1000 mg/liter), and finally, media selective for ∆*xxx*∆*fpr3*∆*fpr4* haploid meiotic progeny (SD media lacking histidine, arginine, lysine, and leucine, and containing canavanine and thialysine both at a final concentration of 50 mg/liter, G418 and clonNAT both at a final concentration of 200 mg/liter, and 5-FOA at a final concentration of 1000 mg/liter). Plates were incubated at 30° for 24 hr and were then expanded into triplicate and incubated for an additional 24 hr at 30°.

Images of each plate were scanned and subsequently processed using the Balony image analysis software package as previously described (Young and Loewen 2013). In brief, pixel area occupied by each colony was measured to determine colony size. Progeny fitness was then scored as follows. The ratio of each double (∆*xxx*∆*fpr3*, ∆*xxx*∆*fpr4*) and triple (∆*xxx*∆*fpr3*∆*fpr4*) mutant colony size relative to its corresponding total haploid meiotic progeny control colony was determined. Ratio cut-off thresholds were estimated automatically by the software by extrapolating the central linear portion of the ratio distributions and finding the *y*-intercepts at either ends of the *x*-axis. Genetic interactions were identified using the automatically estimated upper and lower cut-off thresholds and default Balony hit parameters (*i.e.*, reproducibility in 3/3 sets and *P*-values < 0.05) (a complete list of all genetic interactions generated from each data set is presented in Appendix 1).

### SGA data processing

Unique, common, and masked synthetic sick/lethal interactors were identified as follows. First, duplicate genes in the lists of hits from each data set were removed. The three lists of hits were then compared to each other. The ∆*fpr3* and ∆*fpr4* screens were compared to identify unique and common interactors. Genes uniquely present in the ∆*fpr3*∆*fpr4* double mutant screens were defined as masked interactors. Unique, common, and masked suppressor interactors were identified the same way.

The lists of unique, common, and masked synthetic sick/lethal and suppressor genetic interactors were subsequently analyzed using the web based FunSpec bioinformatics tool (http://funspec.med.utoronto.ca/, Dec 2017). The analysis was performed using a *P*-value cut-off score of 0.01, and without Bonferroni correction. A full list of the ontologies uncovered and their corresponding *P*-values are presented in Appendix 2. Networks illustrating the unique and common complex related genetic interactions were drawn using the Cytoscape software platform (http://www.cytoscape.org/).

### Growth curves

Growth curves to validate the synthetic sickness phenotypes were carried out as follows. Colonies generated from the SGA assay corresponding to each triple mutant of interest and its respective control colony were isolated and validated for correct genotype by PCR. Confirmed strain isolates were then resuspended in fresh YPD media, normalized to an OD_600_ of 0.2 and distributed into triplicate wells of a 24-well cell culture plate. Plates were subsequently grown for 16 hr at 30° in a shaking plate reader. Readings of OD_600_ were taken every 30 min.

### RNA-seq library preparation and sequencing

Single colony isolates of each strain were grown to midlog phase in 50 ml of liquid YPD media. Samples were then pelleted and washed once with sterile water before being flash frozen in liquid nitrogen and stored for 16 hr at −80°. Samples were thawed on ice, and RNA was extracted using a phenol freeze-based approach as previously described (Schmitt *et al.* 1990). The extracted RNA was subsequently treated with RNase-free DNase I (Thermo Fisher Scientific).

RNA samples were processed and sequenced at the BC Cancer Agency Michael Smith Genome Sciences Centre following standard operating protocols. Briefly, total RNA samples were ribo-depleted using the Ribo-Zero Gold rRNA Removal Kit (Yeast) (Illumina, San Diego, CA) and analyzed on an Agilent 2100 Bioanalyzer using Agilent 6000 RNA Nano Kit (Agilent Technologies, Santa Clara, CA). Complementary DNA (cDNA) was generated using the Superscript Double-Stranded cDNA Synthesis kit (Thermo Fisher) and 100 bp paired-end libraries were prepared using the Paired-End Sample Prep Kit (Illumina).

### Processing of sequencing data

Sequenced paired-end reads were aligned to the sacCer3 reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000146045.2/) using the BWA aligner (Li and Durbin 2010) (version 0.6.1-r104-tpx). We observed that out of 5110 *S. cerevisiae* genes annotated in Ensembl v.90, only 267 are spliced with 251 having one intron. Therefore, we considered genomic alignment of RNA-seq reads as a good approximation for the yeast transcriptome analysis. For every library a total of ∼1.5–2M reads were sequenced, of which ∼75–95% of reads were aligned.

To quantify gene expression, we filtered reads that aligned to multiple locations (and therefore cannot be placed unambiguously) by applying a BWA mapping quality threshold of five. We further collapsed fragments that were duplicated (only counting a single copy of a read pair if a number of pairs with the same coordinates was sequenced) and removed chastity failed reads, considering only reads that were properly paired. Postprocessing was performed using the “pysam” application for python (https://github.com/pysam-developers/pysam). The alignment statistics were calculated using the “sambamba” tool v.0.5.5 5 (Tarasov *et al.* 2015).

We considered cDNA fragment lengths distributions as well as genome-wide distributions of read coverage (data not shown) to ensure that these characteristics are similar for the pairs of data sets in the differential gene expression (DE) analysis. Genome-wide pair-ended fragment coverage profiles for both strands were generated, as well as read counts for every gene for further DE analysis.

The reads per kilobase per million values were calculated for every gene, and DE analysis was performed using the DEfine algorithm (M. Bilenky, unpublished data). First, the chi-squared *P*-value was estimated for every gene, under the null hypothesis that the gene is not differentially expressed between two data sets. The Benjamini–Hochberg false discovery rate control procedure was applied (false discovery rate = 0.05) to find a *P*-value threshold . To further reduce noise, we only considered genes with a fold change between reads per kilobase per million values of > 1.5, and required a minimal number of aligned reads of > 5 per gene. Only reads aligned to the proper strand were considered in the DE analysis.

In addition to the standard DE analysis, where gene expression quantification was done by counting reads falling into the gene boundaries, we considered a model-independent approach by calculating read counts in every 175-bp-long bin genome-wide (for both strands), and performed DE analysis between bins (with the same approach we used for genes, see above). After defining the DE bins, we overlapped their locations with gene coordinates to determine DE genes. This second approach also provided a list of potential differential gene–expressed intergenic regions. A full list of the DE genes is presented in Appendix 3.

### Quantitative real-time PCR validation of DE transcripts

Total RNA was prepared from single colony isolates of each strain grown to midlog phase in 50 ml of liquid YPD media using a phenol freeze-based approach as previously described (Schmitt *et al.* 1990). The extracted RNA was subsequently treated with RNase- free DNase I (Thermo Fisher Scientific) and cDNA was prepared using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative real time PCR was performed using the Maxima SYBR Green qPCR Master Mix (Thermo Scientific) and the forward and reverse primers are listed in Appendix 6. Experimental gene Ct values were normalized to the mean Ct values of two housekeeping gene normalizers: *TCM1* and *GPD1*.

### Ontology analysis of DE genes

Ontologies associated with differentially expressed genes or genetic interactions were identified using the web-based FunSpec bioinformatics tool (http://funspec.med.utoronto.ca/, Dec 2018). The analysis was performed on genes displaying a fold change of ≥1.3, using a *P*-value cut-off score of 0.001, and with Bonferroni correction. A full list of the ontologies uncovered and their corresponding *P*-values is presented in Appendix 4.

### Averaged gene read maps

Universal gene coverage profiles were generated as follows: we first crated cDNA fragment coverage profiles genome-wide for both strands using all aligned read pairs. Next, we selected profiles for individual genes and scaled them to 100 units and normalized by the total gene coverage. After that, we agglomerated all scaled and normalized gene coverage profiles together. When doing this, the profiles for genes on the negative strand were inverted (in other words, we always agglomerated profiles from 5′ to 3′ of the gene).

### rDNA reporter propagation assays

The URA^+^ status of each reporter containing strain was first confirmed by growth on SD media lacking uracil. Saturated overnights were then prepared from single colony isolates of each confirmed strain in liquid YPD media. Cultures were prepared from the overnights in 50 ml YPD media and grown at 30° to midlog phase. Cells were subsequently collected, washed once, resuspended in sterile deionized water, and normalized to an OD_600_ = 0.5. Normalized cell suspensions were subsequently diluted 10-fold and 250 µl of each dilution was plated on 25 ml SD 5-FOA plates. Plates were incubated at 30° for 16 hr. A total of 96 well-isolated colonies were randomly picked from each 5-FOA plate using the Genetix QPix-2 colony picking robot, and deposited onto nonselective solid YPD plates. Plates were incubated for 5 days at 30°. All 96 colonies on each YPD plate were then replica-plated onto SD complete control media and SD media lacking uracil, and incubated for 5 days at 30° before being imaged.

### Data availability statement

Appendix 1 contains lists of all genetic interactions detected in this study. Appendix 2 contains the gene ontology analysis of genetic interactions. Appendix 3 contains lists of all differentially expressed genes detected in this study. Appendix 4 contains the gene ontology analysis of differentially expressed genes. RNA-seq data are deposited in the Gene Expression Omnibus Repository (accession number GSE134075). All yeast strains and primers used in this study are listed in Appendices 5 and 6, respectively. Supplemental material available at figshare: https://doi.org/10.25386/genetics.9911312.

## Results

### Genetic interactions reveal separate, cooperative, and redundant functions of *FPR3* and *FPR4*

Since Δ*fpr3* and Δ*fpr4* yeast are viable but double Δ*fpr3*Δ*fpr4* mutants display a synthetic sick phenotype (Dolinski *et al.* 1997; Costanzo *et al.* 2010), we reasoned that partial redundancy may be masking genetic interactions. To address this and determine the biological processes sensitive to these histone chaperones, we performed a modified SGA screen designed to dissect functional redundancy of gene paralogs (Figure 1B, see *Materials and Methods*). To this end, we crossed a dual-query Δ*fpr3*Δ*fpr4* double mutant strain to the 4784 strain nonessential yeast DMA, so that the fitness of all double (Δ*fpr3*Δ*xxx and* Δ*fpr4*Δ*xxx)* and triple (Δ*fpr3*Δ*fpr4*Δ*xxx)* mutant meiotic progeny could be measured in parallel. The query strain also harbored an episomal *URA3* plasmid with a functional *FPR4* gene to avoid the slow growth phenotype of Δ*fpr3*Δ*fpr4* dual deletion yeast, and its vulnerability to suppressor mutations. This plasmid was maintained until the final step of the screen, when counterselection with 5′FOA created the *fpr4* null status. Using standard selection methods, the spores of this single cross were manipulated to generate three separate SGA screens that identified all genetic interactions with Δ*fpr3*, Δ*fpr4*, and genes whose disruption affected the fitness of yeast lacking both Δ*fpr3*Δ*fpr4*.

We identified 456 and 138 genetic interactors that were unique to either *FPR3* or *FPR4*, respectively, revealing that these paralogs are not equivalent (Figure 1C, top). An additional 78 genes interacted with both *FPR3* and *FPR4*, implying that there are specific contexts of paralog cooperativity; that is, situations where both histone chaperones are required for function. We also uncovered 75 masked interactors, defined as genes whose deletion only affects the fitness Δ*fpr3*Δ*fpr4* yeast (Figure 1C, bottom). These genes highlight processes where paralog function is redundant. The complete list of these genes and a gene ontology analysis are provided in Appendices 1 and 2, respectively.

*FPR3* genetic interactors fall into a diverse collection of protein complex ontologies, including members of the large and small mitochondrial ribosomal subunits (*P* < 10^−14^ and *P* = 7.49 × 10^−7^, respectively), the mitochondrial pyruvate dehydrogenase complex (*P* = 1.16 × 10^−3^), the cytochrome bc1 complex (*P* = 3.11 × 10^−3^), and components of the ESCRT II endosomal sorting complex (*P* = 3.06 × 10^−4^) (Figure 1D). We also identified all three components of the Ctk1 kinase complex (*P* = 3.06 × 10^−4^) and four components of the Swr1 chromatin remodeler (*P* = 9.00 × 10^−3^), supporting at least some potential chromatin-centric roles of Fpr3. Most notably, we uncovered complexes involved in chromosome segregation such as the astral microtubule (*P* = 6.48 × 10^−6^), kinetochore (*P* = 1.14 × 10^−4^), and the Mrc1/Csm3/Tof1 complex (*P* = 3.06 × 10^−4^) as genetic interactors unique to Fpr3, and not Fpr4. These systems-level data support reports indicating that Fpr3, but not Fpr4, regulates mitotic and meiotic chromosome dynamics, including those associated with centromeres (Hochwagen *et al.* 2005; Macqueen and Roeder 2009; Ohkuni *et al.* 2014). Although we identified 138 *FPR4*-specific genetic interactions, they fall into limited ontologically related protein complex categories. Several genes coding for components of the preautophagosome and associated with the process of mitochondrion degradation (*P* = 2.89 × 10^−3^) were the exception, but the relationship between Fpr4 and this process is not clear. Taken together, the number and nature of negative genetic interactions from single-query screens suggest that Fpr4 cannot fulfill many of the biological functions of Fpr3, particularly those in chromosome dynamics and mitochondrial ribosome biology. However, Fpr3 might be able to substitute for Fpr4 (see below).

Shared genetic interactions would be expected if both paralogs were required for the efficient execution of a biological process. Among genetic interactors common to both *FPR3* and *FPR4* are genes coding for the ESCRT III complex (*P* = 6.05 × 10^−6^), which functions in endosomal sorting; the Ada2/Gcn5/Ada3 histone acetyltransferase (*P* = 1.50 × 10^−5^); and the ATP-dependent SWI/SNF chromatin remodeler (Figure 1D). Shared genetic interactions with the SWI/SNF remodeler were confirmed using spotting assays (data not shown). The proposed cooperation of Fpr3 and Fpr4 is supported by the fact these proteins copurify (Krogan *et al.* 2006) and, like nucleoplasmin, have the intrinsic propensity to form oligomers (Dutta *et al.* 2001; Edlich-Muth *et al.* 2015; Koztowska *et al.* 2017). Thus, these shared genetic interactions with known chromatin regulatory complexes support published protein complex data and indicate that Fpr3 and Fpr4 likely cooperate in some contexts.

A total of 75 masked genetic interactions are only detectible in double Δ*fpr3*Δ*fpr4* mutants (Figure 1C, bottom). These genes are essential only when both paralogs are absent, and thus highlight processes in which Fpr3 and Fpr4 are redundant. Most notably these interactors include *TRF5* and *AIR1* (Figure 2A), two nonessential components of the TRAMP5 nuclear RNA exosome, an RNA surveillance factor that recognizes, polyadenylates, and degrades aberrant RNA transcripts (Figure 2B) (LaCava *et al.* 2005; Houseley and Tollervey 2008; San Paolo *et al.* 2009; Wery *et al.* 2009). An additional nonessential subunit of the nuclear RNA exosome (*RRP6**)* was at the threshold of significance, using default Balony settings (Figure 2A). We independently confirmed synthetic sickness of Δ*fpr3*Δ*fpr4* with Δ*trf5* and Δ*rrp6*, using growth curves (Figure 2C). Negative genetic interactions with three nonessential components of the TRAMP5 exosome strongly suggests that Fpr3 and Fpr4 have redundant biological functions likely involving the negative regulation of RNAs.

**Figure 2:**
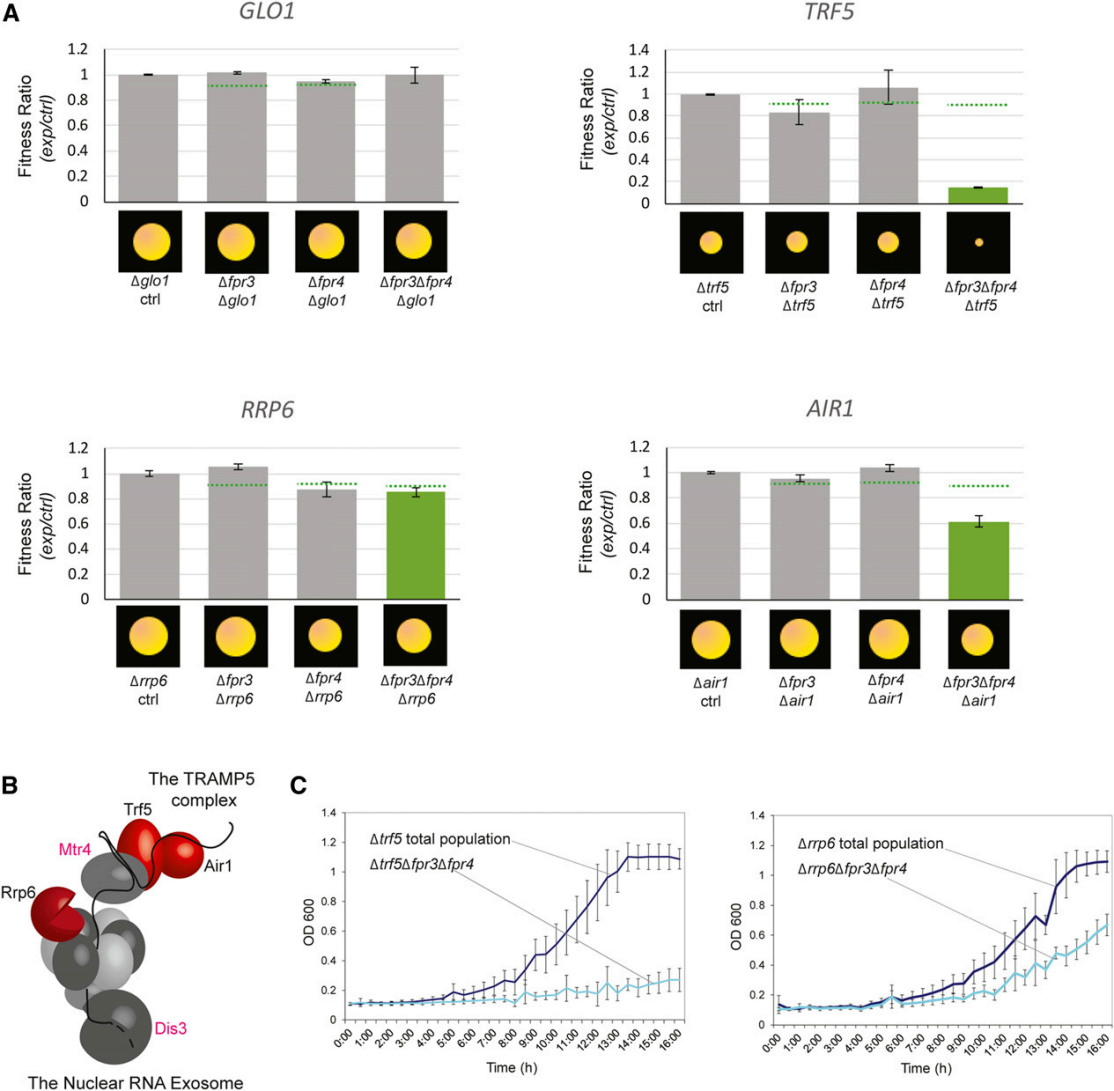
The TRAMP5 nuclear RNA exosome is a masked genetic interactor of *FPR3* and *FPR4*. (A) Fitness ratios of the indicated single, double, and triple mutants generated from paralog-SGA screens. The mean colony size ratios of ∆*fpr3*∆*xxx*, ∆*fpr4*∆*xxx*, and ∆*fpr3*∆*fpr4*∆*xxx* mutants relative to colony sizes of ∆*xxx* total haploid meiotic progeny are plotted as histograms. Ratios significantly below the default cut-off threshold (dotted green line) are indicated with green bars. A Balony software–generated image of the mean colony size of each mutant, normalized to the plate median colony size, is illustrated along the *x*-axis. *GLO1* is a negative control that does not display a genetic interaction in ∆*fpr3*∆, ∆*fpr4*, or ∆*fpr3*∆*fpr4* screens. (B) A schematic of the TRAMP5 complex (top right) interacting with the nuclear RNA exosome (bottom left). Genetic interactors identified in A are colored red. Pink text indicates essential components. Illustration is adapted from (Wolin *et al.* (2012)). (C) Growth curves for select triple deletion mutants and corresponding total haploid meiotic progeny control populations confirm the slow growth of ∆*fpr3*∆*fpr4*∆*trf5* and ∆*fpr3*∆*fpr4*∆*rrp6* mutants.

### Suppressor genetic interactions of *FPR3* and *FPR4*

The SWI/SNF and ADA complexes are particularly important for the fitness of Δ*fpr3* and Δ*fpr4* yeast (Figure 1D). In support of a chromatin defect underlying these phenotypes, we found that several genetic suppressors (Figure 3) that alleviate the slow growth phenotype of Δ*fpr3*Δ*fpr4* yeast are themselves chromatin modifiers. These include Hos2, Hda1, and Hos3, three NAD^+^ independent histone deacetylases (*P* = 6.33 × 10^−5^); Hir1, Hpc2, and Hir3, three of the four components of the HIR replication-independent nucleosome assembly complex (*P* = 1.29 × 10^−5^); and Swd3 and Sdc1, two of the eight components of the Set1/COMPASS histone H3K4 methylase complex (*P* = 5.87 × 10^−3^). We note that the Swd2 subunit of COMPASS is encoded by an essential gene and the Δ*set1* knockout is not present in our deletion strain collection. It is particularly notable that we find histone deacetylases enriched among suppressor interactions and histone acetyltransferases among synthetic sick and lethal interactions. The presence of both aggravating and alleviating chromatin-related genetic interactions in our modified SGA screen is consistent with a chromatin-centric mode of action for Fpr3 and Fpr4.

**Figure 3:**
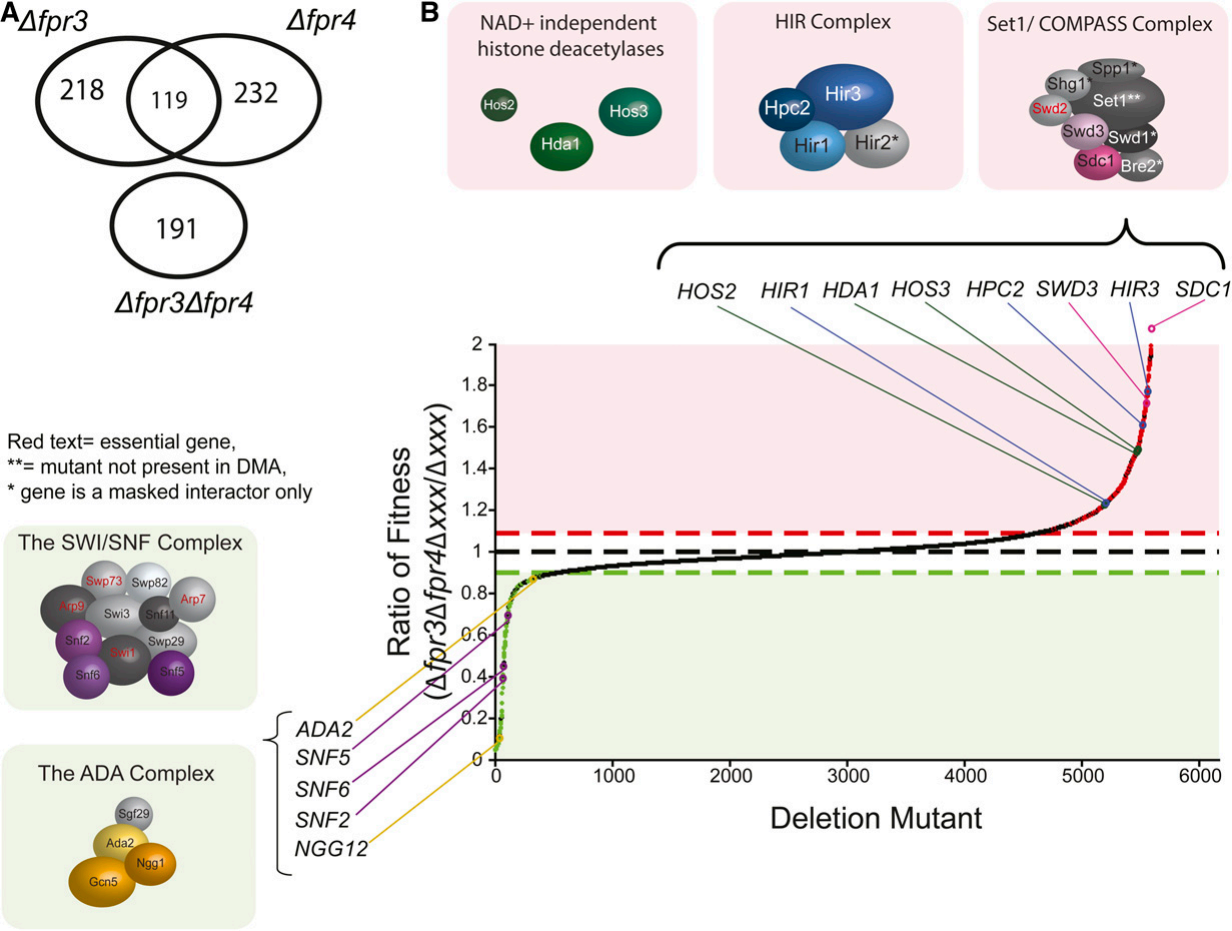
Suppressor genetic interactions support chromatin-centric functions for Fpr3 and Fpr4. (A) Venn diagram illustrating shared and unique suppressor interactors from ∆*fpr3* and ∆*fpr4* paralog-SGA screens. The number of suppressor genetic interactions only detectable in double deletion ∆*fpr3*∆*fpr4* mutants is represented below. (B) Plot of fitness ratios for all ∆*fpr3*∆*fpr4*∆*xxx* triple mutants relative to ∆*xxx* total haploid meiotic progeny controls. Green dots indicate negative genetic interactions, red dots indicate all suppressor genetic interactions. Threshold cut-offs are indicated by red and green dashed horizontal lines. The location of significant hits coding for components of chromatin modifiers are labeled and accompanied with schematic illustrations of their complex components. Components coded for by paralog-SGA hits are colored. Red text denotes essential complex components.

### Fpr3 and Fpr4 regulate partially overlapping sets of genes

The genetic interactions of Fpr3 and Fpr4 with known chromatin modifiers suggest that they regulate transcription. Indeed a microarray study determined these histone chaperones regulate the expression of a broad set of functionally diverse protein coding genes (Park *et al.* 2014). Because these experiments did not include an analysis of Δ*fpr3*Δ*fpr4* double mutants and were restricted to protein coding regions of the genome, we sought to obtain a more complete view of the effects of Fpr3 and Fpr4 on the transcriptome. To this end, we performed a singlicate RNA-seq survey screen of the ribo-minus fraction of RNAs from wild-type, Δ*fpr3*, Δ*fpr4*, and Δ*fpr3*Δ*fpr4* yeast (Figure 4, A and B). 

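Each of these genotypes, and the Δ*sir2* strain sequenced beside them, was represented by 1 library. No difference between genotypes therefore has a replicate check, and a test on the reads of 2 libraries compares those libraries and not the conditions. The deleted genes were read first. *FPR3* (YML074C, chromosome XIII, 120089 to 121324) had 221 reads in wild type, 268 in Δ*sir2* and 196 in Δ*fpr4*, and 0 in Δ*fpr3* and Δ*fpr3*Δ*fpr4*. *FPR4* (YLR449W, chromosome XII, 1030834 to 1032012) had 239 reads in wild type, 181 in Δ*sir2* and 256 in Δ*fpr3*, and 0 in Δ*fpr4* and Δ*fpr3*Δ*fpr4*. *SIR2* (YDL042C, chromosome IV, 376757 to 378445) had 0 reads in Δ*sir2* and between 37 and 73 in the other 4 libraries. *FPR3* and *FPR4* share 66.7% of their aligned bases.

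The ribo-minus fraction is the RNA left after rRNA has been removed. The methods state that RNA came from midlog cultures in rich YPD medium, that paired-end reads were aligned to sacCer3, a yeast reference genome, with BWA, and that reads with a low mapping quality, duplicated fragments and improperly paired reads were removed. Reads on the proper strand were then counted within each gene. For 5110 genes in each library, the authors deposited this count and a normalized value. The column of normalized values is named for transcripts per total, but it holds reads per kilobase of gene scaled by the library's counted reads (RPKM): recomputed from the counts, it differs by at most 0.0979% in any gene with more than 20 reads. The counted reads came to 1093043 in wild type, 1092722 in Δ*fpr3*, 1150091 in Δ*fpr4*, 1009336 in Δ*fpr3*Δ*fpr4* and 1242534 in Δ*sir2*. These totals are the depth behind the values given here. The paper's reported 1.5–2M reads per library are reads sequenced, before alignment and filtering. The median gene had between 46 and 55 reads in a library.

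A form of the paper's rule for differential expression was applied to the counts. A gene's reads were set against all other counted reads of the 2 libraries in a chi-square test with Benjamini-Hochberg adjustment at a false discovery rate of 0.05. Genes with more than 5 reads in the 2 libraries together were tested. The RPKM ratio, with a pseudocount of 1 added to each value, had to be at least 1.3-fold, the cut-off of the survey, while the methods give 1.5-fold. Gene sets were described by their median log2 fold change and by its percentile among 10000 random lists of genes of similar expression. Fold changes carry 95% intervals that cover counting error only. A level of 3 reads or fewer gives only a lower bound on a fold, taken at 3 reads. This bound leaves out counting error, so the 95% interval of a fold change can reach below it. Collapsing duplicated fragments lowers the counts of highly expressed genes, and removing ambiguous reads lowers those of genes with a near-identical copy.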

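The Δ*sir2* library, from yeast without the histone deacetylase Sir2, was compared with wild type over 4766 genes. At 1.3-fold, 945 genes were called, of which 248 were higher and 697 lower in Δ*sir2* (73.8% lower, 95% Wilson interval 70.9% to 76.5%). The median log2 fold change of all tested genes was -0.13. After rescaling to a median of 0, 877 genes were called, with 418 higher and 459 lower. The number called was 684 at 1.5-fold and 352 at 2-fold. It moved by the most genes without the test on reads, when 1932 genes with an RPKM of at least 10 passed 1.3-fold.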

To verify this survey approach, we included a Δ*sir2* strain as a control, which in our analysis displayed 854 differentially expressed genes (Figure 4A), using a lenient cut-off of 1.3-fold (a similar threshold to that of Park *et al.* (2014). The number and nature of Sir2-regulated genes we identified is in good agreement with previous reports of Sir2-regulated genes and binding sites (Li *et al.* 2013; Ellahi *et al.* 2015). 

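Sir2 silences the mating-type genes kept at *HML* and *HMR*, and haploid cells that express the information of both mating types shut off their a-specific and haploid-specific genes. All 19 of these genes that were listed were tested, and all 19 were called lower in Δ*sir2*, both over all tested genes and with the adjustment made over the list alone. For the 18 with an RPKM of at least 10, the median log2 fold change was -5.09, with single genes between -10.64 and -2.36. Every one of the 10000 random lists had a higher median. With a pseudocount of 5, the alternative that moved the set most, its median was -3.64.

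*MFA2* (YNL145W, chromosome XIV, 352414 to 352530), which encodes the a-factor pheromone, had 204 reads in wild type and 0 in Δ*sir2*, at least 77.3-fold lower (adjusted p = 4.17e-50, chi-square test of the reads with Benjamini-Hochberg adjustment). *STE2* (YFL026W, chromosome VI, 82580 to 83875), the α-factor receptor gene, had 794 reads and 3 reads, at least 301-fold lower (adjusted p = 5.96e-193, chi-square test). *FUS1* (YCL027W, chromosome III, 71803 to 73341) fell from 25 reads to 4, a log2 fold change of -2.36 (95% interval -4.81 to -1.29, adjusted p = 0.000225, chi-square test).

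At the silent loci, *HMRA1* (YCR097W, chromosome III, 293835 to 294321) had 19 reads in wild type and 40 in Δ*sir2*, a log2 fold change of 0.87 (95% interval 0.07 to 1.76, adjusted p = 0.0847, chi-square test). It was not called over all tested genes. It was called with the adjustment over the silent-locus list alone, of which 2 genes were tested, and over all genes after rescaling (log2 fold change 0.998, adjusted p = 0.0448, chi-square test). Its reads cannot be told from those of the expressed *MAT***a**1 gene. Against the same wild-type library, the log2 fold change of *HMRA1* was also 0.78 in Δ*fpr3*, 0.57 in Δ*fpr4* and 1.09 in Δ*fpr3*Δ*fpr4*. The rise was therefore not particular to Δ*sir2*. *HMLALPHA1* had 0 reads in wild type and 1 in Δ*sir2*, and *HMLALPHA2* had 0 in both. Each is identical in the reference to a gene at *MAT* (528 of 528 and 633 of 633 bases) and reads with a low mapping quality were removed, so these counts cannot show whether *HML* was expressed. Of 145 genes within 20 kb of a chromosome end, 76 were tested, and 12 were called higher and 12 lower. The 54 with an RPKM of at least 10 had a median log2 fold change of -0.20, at the percentile 31.4. The 3 largest rises in Δ*sir2* were in *PHO11*, *BLS1* and *YPS5*. *PHO11*, with 0 reads in wild type, also led the rises in Δ*fpr3*, Δ*fpr4* and Δ*fpr3*Δ*fpr4*, and *BLS1* came next in Δ*fpr4*. The rises of *PHO11* and *BLS1* were therefore not particular to Δ*sir2*.

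**Figure D1:**
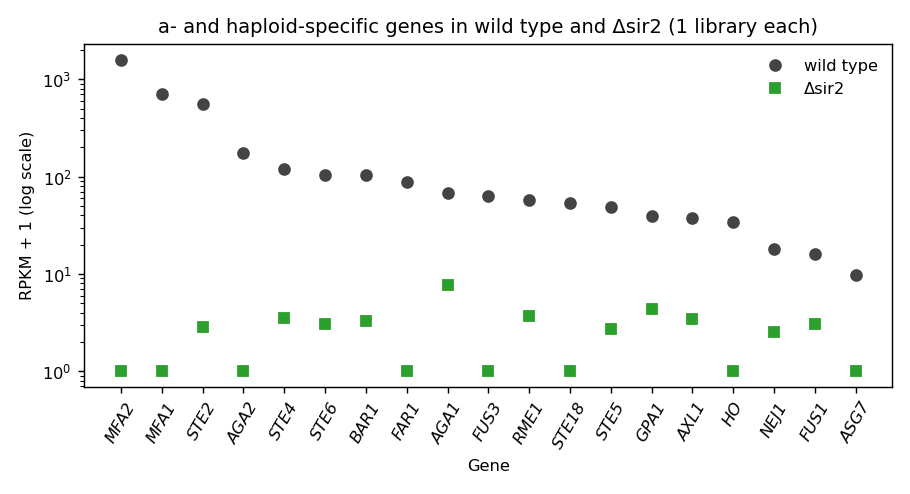
RPKM plus 1 (log scale) of the 19 a-specific and haploid-specific genes in the wild-type library (circles) and the Δ*sir2* library (squares), 1 library each, without error bars. Genes are ordered by their wild-type value. *MFA2* drops from 1595 RPKM to 0, and every gene lies lower in Δ*sir2*.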

A complete list of differential expressed genes from these experiments can be found in Appendix 3.

**Figure 4:**
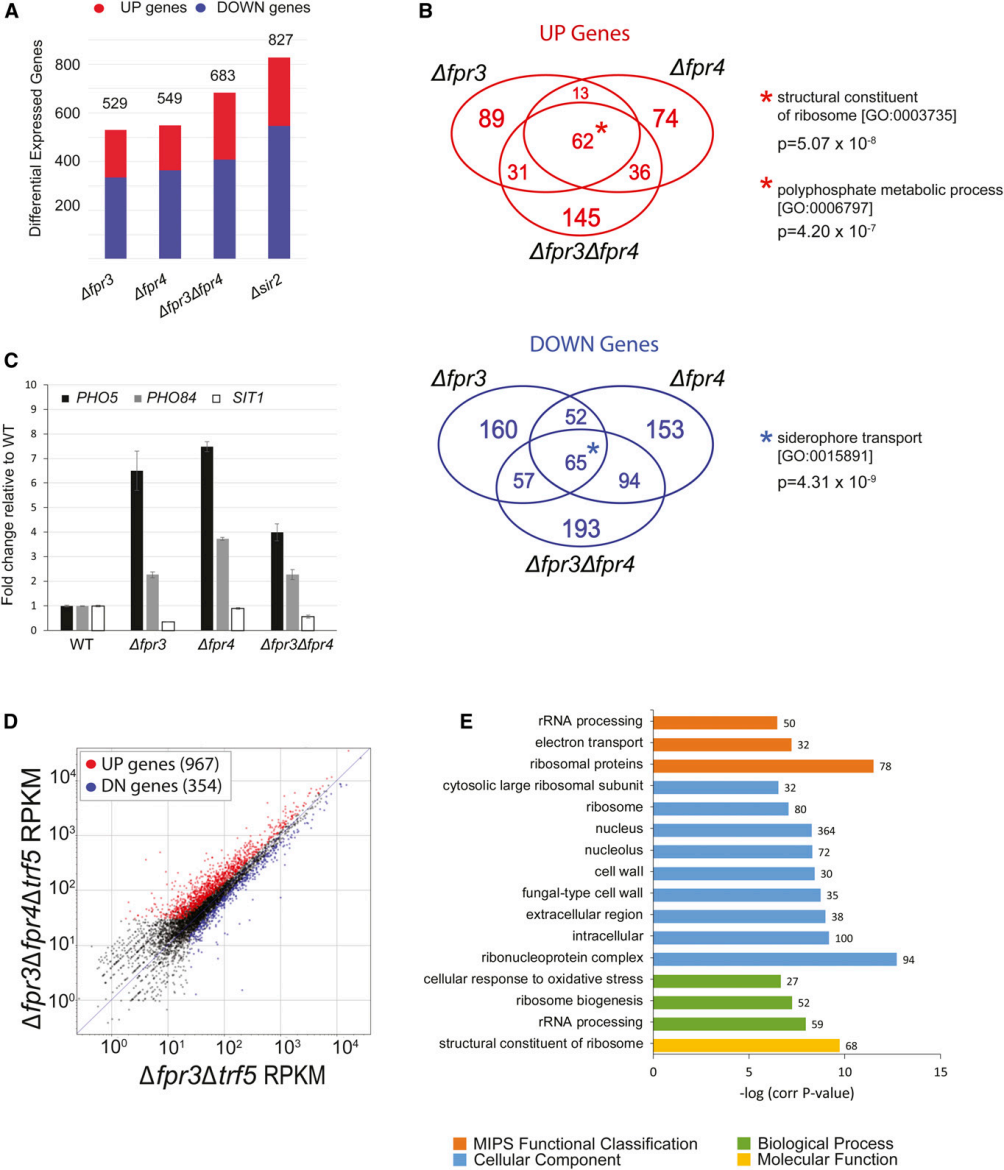
Fpr3 and Fpr4 have partially overlapping effects on the transcriptome. (A) Numbers of differentially expressed genes in ∆*fpr3*, ∆*fpr4*, ∆*fpr3*∆*fpr4*, and ∆*sir2* mutants. (B) Venn diagrams depict the partial overlap in up- and downregulated genes in ∆*fpr3*, ∆*fpr4*, and ∆*fpr3*∆*fpr4* mutants. Genes at the centers of the diagrams (*) are differentially expressed in all three RNA-seq data sets and are enriched in the indicated gene ontology terms. (C) Confirmation of select differentially expressed genes (*PHO5*, *PHO84*, and *SIT1*) by quantitative real-time PCR of RNA isolated from independent biological replicates. Fold changes in gene expression are shown relative to wild type. (D) Comparing the transcriptome of ∆*fpr3*∆*fpr4*∆*trf5* triple deletion mutants to ∆*fpr3*∆*trf5* double mutants reveals an increase number Fpr4-repressed RNAs (red dots). (E) Gene ontology enrichment analysis for upregulated transcripts in ∆*fpr3*∆*fpr4*∆*trf5* triple deletion mutants. Enriched genes were classified by molecular function, biological process, cellular component, and Munich Information Center for Protein Sequences (MIPS) functional database classification by FunSpec (http://funspec.med.utoronto.ca/). WT, wild type.

Single deletion mutants of Δ*fpr3* and Δ*fpr4* had 529 and 549 differentially expressed genes, respectively (Figure 4A, Appendix 3). 

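In Δ*fpr3*, 585 of 4771 tested genes were called, 200 higher and 385 lower than in wild type. In Δ*fpr4*, 628 of 4777 were called, 185 higher and 443 lower, and in Δ*fpr3*Δ*fpr4*, 686 of 4755, 241 higher and 445 lower. At 1.5-fold these counts were 423, 439 and 500. After rescaling each comparison to a median log2 fold change of 0 they were 513, 550 and 658. In simulated libraries with the depth of the real ones, the rule recovered 59.0% of 200 genes changed by 2-fold and 32.5% of 200 changed by 1.5-fold, and called 3 of 4561 unchanged genes in the first of these runs. Of the 70 changed genes with at least 100 reads, 100% were recovered at 2-fold and 74.3% at 1.5-fold. In a run with 4-fold changes, 15 of 4564 unchanged genes were called. The simulated libraries hold counting error only, so they do not show how many calls differences between cultures would add.

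With 1 library per genotype, differences between cultures and libraries are part of these counts. Across the survey's 5 libraries, the 4 pairs of a mutant with wild type gave between 585 and 945 called genes, with a median of 657. The 6 pairs of 2 mutants gave between 298 and 876, with a median of 573.5.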

Two general observations are consistent with previous microarray analyses (Park *et al.* 2014). First, roughly one-third of Fpr3-regulated transcripts are also regulated by Fpr4, and vice versa, confirming that on these genes, transcriptional regulation requires cooperation between paralogs (Figure 4B). 

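Over the 4739 genes tested in both mutants, 582 were called in Δ*fpr3* and 625 in Δ*fpr4*, and 215 in both. These are 36.9% of the Δ*fpr3* genes (95% Wilson interval 33.1% to 40.9%) and 34.4% of the Δ*fpr4* genes (30.8% to 38.2%). Lists of these sizes would share 76.8 genes if they were independent, but they are not, since both comparisons use the same wild-type library. The shared count was 144 genes at 1.5-fold, 50 at 2-fold and 188 after rescaling. With the fold threshold alone, without the test on reads, it was 902.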

Second, the effect of these histone chaperones on gene expression can be positive or negative, but the effect of Fpr3 and Fpr4 is always in the same direction. 

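Of the genes called in both single mutants, 77 were higher in both, 135 were lower in both, and 3 were higher in Δ*fpr3* and lower in Δ*fpr4*. *MDN1* (YLR106C) had 1366 reads in wild type, 1787 in Δ*fpr3* (log2 fold change 0.38, adjusted p = 4.44e-12, chi-square test of the reads with Benjamini-Hochberg adjustment) and 1097 in Δ*fpr4* (-0.38, adjusted p = 1.71e-09). *RET2* (YFR051C) had 285, 373 (0.39, adjusted p = 0.00746, chi-square test) and 220 reads (-0.44, adjusted p = 0.00601). *LEO1* (YOR123C) had 18, 43 (1.19, adjusted p = 0.0138, chi-square test) and 5 reads (-1.64, adjusted p = 0.0324). These genes were named after their values were seen. *MDN1* and *RET2* lie close to the fold threshold, and with a pseudocount of 5 or at 1.5-fold only 1 gene had opposite calls. After rescaling there were 3 again, but *MDN1* and *RET2* were not among them, since neither was called in Δ*fpr4*.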

Since approximately two-thirds of differentially expressed genes were downregulated (Figure 4, A and B, blue), these histone chaperones appear to predominantly promote gene expression.

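Genes lower than in wild type made up 65.8% of those called in Δ*fpr3* (95% Wilson interval 61.9% to 69.5%), 70.5% in Δ*fpr4* (66.9% to 74.0%) and 64.9% in Δ*fpr3*Δ*fpr4* (61.2% to 68.3%). The interval treats genes as independent draws. The median log2 fold change of all tested genes was itself below 0: -0.10 in Δ*fpr3*, -0.10 in Δ*fpr4* and -0.09 in Δ*fpr3*Δ*fpr4*. After each comparison was rescaled to a median of 0, genes lower than in wild type were 41.5% of those called in Δ*fpr3* (300 higher, 213 lower), 46.9% in Δ*fpr4* (292 higher, 258 lower) and 45.9% in Δ*fpr3*Δ*fpr4* (356 higher, 302 lower).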

To determine if Fpr3 and Fpr4 have distinct effects on the transcriptome, we subjected the gene lists represented by sectors in Figure 4B to gene ontology analysis. While the singlicate nature of our comparative RNA-seq approach means the interpretation of DE genes should be taken with caution, it is noteworthy that genes uniquely regulated by Fpr3 and Fpr4 appear to fall into functionally distinct categories (Appendix 4). The 337 Fpr3-regulated genes retrieved the term transferase activity (*P* = 2.11 × 10^−7^) and the generic term of metabolic process (*P* = 1.99 × 10^−5^), while Fpr4-regulated genes are enriched in RNA-binding functions (*P* = 7.69 × 10^−6^), nucleotide-binding functions (*P* = 1.91 × 10^−5^), ribosome biogenesis processes (*P* = 1.07 × 10^−11^), and rRNA processing processes (*P* = 8.51 × 10^−9^). 

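Called in 1 genotype, and in neither of the other 2 in the same direction, were 288 genes in Δ*fpr3* (98 higher, 190 lower than in wild type) and 292 in Δ*fpr4* (75 higher, 217 lower). The ontology terms themselves were not analysed here, and a list of 131 rRNA processing genes, of which 128 were measured, was used for that term. In Δ*fpr4*, the median log2 fold change of these genes was -0.27, lower than in all 10000 random lists, with 0 called higher and 28 lower (0 and 30 with the adjustment made over the list alone). In Δ*fpr3* it was 0.07, above all the random lists, with 4 called higher and 6 lower (4 and 5 over the list alone). In Δ*fpr3*Δ*fpr4* it was -0.03, at the percentile 91.04, with 3 called higher and 9 lower (2 and 5 over the list alone). After rescaling, the medians were -0.17 in Δ*fpr4*, 0.18 in Δ*fpr3* and 0.06 in Δ*fpr3*Δ*fpr4*, so that the sign in Δ*fpr3*Δ*fpr4* depends on the scale. The difference between Δ*fpr3* and Δ*fpr4* was not itself tested.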

A total of 338 genes were uniquely misregulated in Δ*fpr3*Δ*fpr4* double mutants, but these genes generally fall into previously described Fpr3 and Fpr4 categories, including transferase activity (*P* = 4.45 × 10^−5^) and rRNA binding (*P* = 4.99 × 10^−4^). 

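Of the genes called in Δ*fpr3*Δ*fpr4*, 343 were called in neither single mutant in the same direction (130 higher and 213 lower than in wild type), 209 were called in the same direction in exactly 1 of them (58 higher, 151 lower), and the rest in both. At 2-fold, 126 genes were called in Δ*fpr3*Δ*fpr4* alone.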

Taken together, these results indicate that Fpr3 and Fpr4 have nonoverlapping effects on a fraction of the transcriptome, but may be functionally redundant on some genes.

We identified 127 genes (62 upregulated, 65 downregulated) that are differentially expressed in all three RNA-seq libraries (Δ*fpr3*, Δ*fpr4*, and Δ*fpr3*Δ*fpr4*). 

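Called in the same direction in Δ*fpr3*, Δ*fpr4* and Δ*fpr3*Δ*fpr4* were 134 genes, 53 higher and 81 lower than in wild type. At 1.5-fold there were 84 (36 higher, 48 lower) and at 2-fold 30 (21 higher, 9 lower). After rescaling there were 116, with 79 higher and 37 lower. Ranked by their smallest change, the 5 leading genes among those higher were *PHO11*, *TPO2*, *TDA6*, *HSP30* and *MZM1*. *HSP30* (YCR021C, chromosome III, 156109 to 157107), a heat shock gene, had 24 reads in wild type and 240 in Δ*fpr3*, 200 in Δ*fpr4* and 182 in Δ*fpr3*Δ*fpr4*. *TPO2* (YGR138C, chromosome VII, 763762 to 765606), a polyamine transporter gene, had 7 reads against 125, 93 and 92. *MZM1* had 1 read in wild type and at most 12 in a mutant. Among those lower, the leading genes were *THI72*, *FIT3*, *ASF2*, *KSS1* and *PDR15*.

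All 3 comparisons use the 1 wild-type library. Of the 53 genes higher in all 3 mutants, 39 (73.6%) were also called higher in Δ*sir2* against wild type, and of the 81 lower genes, 62 (76.5%) were also called lower there. With the Δ*sir2* library in place of wild type, 9 of the 53 (16.98%) and 1 of the 81 (1.23%, *IMD2*) were called in the same direction in all 3 mutants. *HSP30* had 219 reads in Δ*sir2* and *TPO2* had 107.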

Genes downregulated in all three experiments are enriched in factors involved in iron siderophore transport (*P* = 4.33 × 10^−9^). 

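A list of 13 genes of siderophore iron uptake was used. *ARN1*, *ARN2*, *SIT1*, *FIT2* and *FIT3* were called lower in all 3 mutants and none was called higher in all 3. If the calls fell independently of the list, 0.206 genes of it would be lower in all 3. For the 10 genes with an RPKM of at least 10, the median log2 fold change was -1.46 in Δ*fpr3*, -0.63 in Δ*fpr4* and -0.62 in Δ*fpr3*Δ*fpr4*, at the percentiles 0, 0.06 and 0.06. With every listed gene above 0 included, the median in Δ*fpr4* was -0.36, at the percentile 3.97. With the adjustment made over the list alone, 9, 5 and 6 of the genes were called lower, against 8, 5 and 6 over all tested genes. In Δ*fpr4*, 1 gene of the list was called higher. *SIT1* (YEL065W, chromosome V, 27657 to 29543) had 318 reads in wild type and 95 in Δ*fpr3* (log2 fold change -1.72, 95% interval -2.09 to -1.41, adjusted p = 9.65e-26, chi-square test of the reads with Benjamini-Hochberg adjustment), 206 in Δ*fpr4* (-0.69, -0.96 to -0.44, adjusted p = 1.64e-06) and 146 in Δ*fpr3*Δ*fpr4* (-0.999, -1.30 to -0.72, adjusted p = 5.67e-11). It had 216 reads in Δ*sir2*, and the set as a whole was also lower in Δ*sir2* against the same wild-type library.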

We found that the 62 upregulated genes are highly enriched in ribosomal protein genes (*P* = 5.07 × 10^−8^) and factors involved in phosphate transport (*P* = 1.24 × 10^−6^) and polyphosphate metabolism (*P* = 4.20 × 10^−7^). 

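Of 138 ribosomal protein genes, 9 were called higher in all 3 mutants and 0 lower, where 1.55 would be higher if the calls fell independently of the list. This number, like those given for the siderophore and phosphate genes, is not matched on expression, and genes with more reads are called more easily. The median log2 fold change of the ribosomal protein genes was 0.17 in Δ*fpr3*, 0.12 in Δ*fpr4* and 0.16 in Δ*fpr3*Δ*fpr4*, at the percentiles 100, 99.99 and 99.99. With random lists matched on gene length as well, the percentile in Δ*fpr4* was 97.26 and no longer above 97.5. Single ribosomal protein genes were called higher in 22, 15 and 22 cases and lower in 0, 1 and 4 (higher in 23, 15 and 22 and lower in 0, 1 and 4 over the list alone). For 118 of the 138, a second copy named A or B is also listed, and reads that fit both copies were removed by the authors.

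Of 25 measured phosphate genes, 13 were called higher in all 3 mutants (*PHO5*, *PHO11*, *PHO12*, *PHO84*, *PHO89*, *PIC2*, *PHO8*, *PHO86*, *VTC1*, *VTC3*, *VTC4*, *SPL2* and *PHM8*), against 0.281 if independent, and *PHO87* was called lower in all 3. The *VTC* genes encode the polyphosphate polymerase. Over the 23 with an RPKM of at least 10, the median log2 fold change was 1.00 in Δ*fpr3*, 0.97 in Δ*fpr4* and 0.79 in Δ*fpr3*Δ*fpr4*, above all 10000 random lists in each. The calls over the list alone were 17 higher and 3 lower in Δ*fpr3*, 15 and 2 in Δ*fpr4*, and 13 and 2 in Δ*fpr3*Δ*fpr4*; over all tested genes only Δ*fpr4* differed, with 15 and 1. In Δ*sir2* against the same wild-type library the median was 0.87 for the phosphate genes and 0.36 for the ribosomal protein genes.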

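*PHO11* (YAR071W, chromosome I, 225460 to 226863) had 0 reads in wild type, 63 in Δ*fpr3*, 42 in Δ*fpr4* and 30 in Δ*fpr3*Δ*fpr4*. Against 3 reads in wild type these are 21.01-fold, 13.3-fold and 10.8-fold higher, without counting error. The 95% intervals of the log2 ratios start at 4.05, 3.37 and 3.05. With a lower pseudocount of 0.1 the log2 fold change of *PHO11* in Δ*fpr3* was 8.69, and with a pseudocount of 5 it was 3.20. *PHO12* (YHR215W, chromosome VIII, 552099 to 553502) matches *PHO11* at 1400 of 1404 bases, so the split of reads between the pair is uncertain, and it rose from 43 reads to 250, 185 and 121. *PHO5* (YBR093C, chromosome II, 429548 to 430951) rose from 27 reads to 225 in Δ*fpr3* (log2 fold change 2.99, 95% interval 2.48 to 3.69, adjusted p = 2.84e-33, chi-square test of the reads with Benjamini-Hochberg adjustment), 198 in Δ*fpr4* (2.73, 2.22 to 3.44, adjusted p = 1.29e-25) and 122 in Δ*fpr3*Δ*fpr4* (2.23, 1.68 to 2.95, adjusted p = 1.17e-14). Its neighbour *PHO3*, 86.6% identical, was not called in any of the 3 mutants.

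*PHO84* (YML123C, chromosome XIII, 24037 to 25800) had 888 reads in wild type and 2365, 3062 and 2096 in Δ*fpr3*, Δ*fpr4* and Δ*fpr3*Δ*fpr4*, with log2 fold changes of 1.41, 1.71 and 1.35. *PHO89* (YBR296C, chromosome II, 796798 to 798522) had 62 reads against 251, 171 and 115, with log2 fold changes of 1.99, 1.36 and 0.98. *PIC2* (YER053C, chromosome V, 258737 to 259639) had 38 reads against 78, 81 and 86, with log2 fold changes of 1.02, 1.00 and 1.27. Each of these rises was called. *PHO5* and *PHO84* were also high in the Δ*sir2* library, with 318 and 4329 reads, but *PIC2* was not, with 43 reads (38.3 RPKM against 38.5 in wild type).

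Among the genes called higher, *PHO11* had the largest log2 fold change in each of the 3 mutants with the pseudocount of 1. With a pseudocount of 5, *HSP30* was above it in Δ*fpr4* (2.73 against 2.63), and *HSP30* (2.78) and *TPO2* (2.68) were above it in Δ*fpr3*Δ*fpr4* (2.39). With the pseudocount of 1, the next 3 were *TDA6*, *TPO2* and *SCM3* in Δ*fpr3*, *BLS1*, *RMR1* and *SCM3* in Δ*fpr4*, and *ENA1*, *TPO2* and *REC102* in Δ*fpr3*Δ*fpr4*. *ENA1*, a sodium pump gene, had 1 read in wild type and 46 in Δ*fpr3*Δ*fpr4*, at least 16.6-fold higher.

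**Figure D2:**
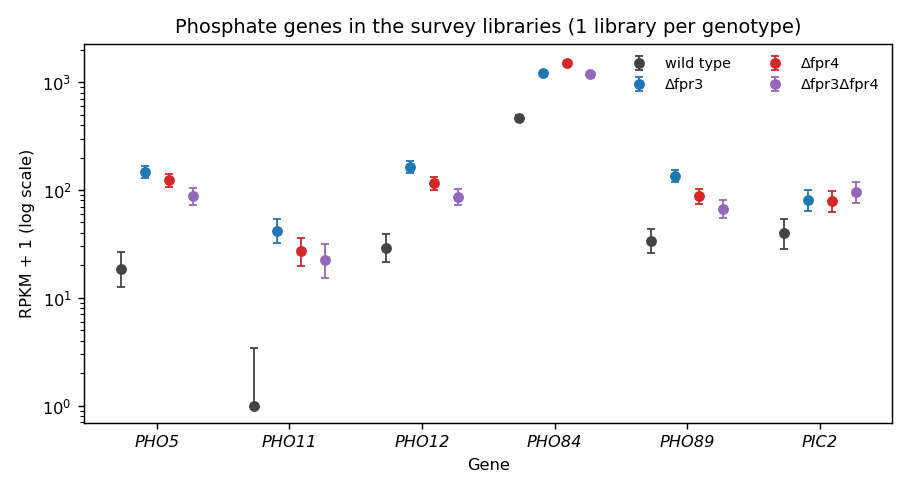
RPKM plus 1 (log scale) of phosphate genes that the paper names, in wild type, Δ*fpr3*, Δ*fpr4* and Δ*fpr3*Δ*fpr4*, 1 library each. The genes are *PHO5*, *PHO11*, *PHO12*, *PHO84*, *PHO89* and *PIC2*. Bars are 95% Poisson intervals of the read count and cover counting error only. *PHO5* lies at 17.6 RPKM in wild type and at 147, 123 and 86.1 in the mutants, and every gene shown lies higher in the mutants. Of the 23 phosphate genes with an RPKM of at least 10, most of them not shown, 5 were lower than in wild type in each mutant.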

In fact, the most differentially expressed genes in our survey (up to 60-fold upregulated) are phosphate metabolic genes such as *PHO5* and *PHO11**/**12*, encoding acid phosphatases; and *PHO89*, *PHO84*, and *PIC2*, encoding phosphate transporters. Since previous studies did not identify the *PHO* genes as Fpr3/4-regulated, we verified our RNA-seq observations using independent biological replicates and quantitative real-time PCR of two *PHO* genes (Figure 4C), as well as one downregulated siderophore transporter, *SIT1*. The identification of polyphosphate metabolism and ribosomal protein genes as Fpr3/4 targets is noteworthy given a recent report that identified Fpr3 and Fpr4 as major direct targets of protein polyphosphorylation, and established conserved links between the polyphosphorylation and ribosome biogenesis network in yeast and human cells (Bentley-DeSousa *et al.* 2018).

In summary, our RNA-seq experiments demonstrate that Fpr3 and Fpr4 have nonoverlapping effects on the transcriptome. Most significantly, we find that both paralogs are required for repression of genes involved in phosphate uptake and polyphosphate metabolism, as well as ribosomal protein genes.

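The median log2 fold change of the phosphate genes was highest in Δ*fpr3* and lowest in Δ*fpr3*Δ*fpr4*, although *PIC2* rose most in Δ*fpr3*Δ*fpr4*. These differences between mutants were not tested. From its RNA-seq, in which phosphate, polyphosphate and ribosomal protein genes were enriched among those higher in all 3 mutants, the paper concludes that both paralogs are required to repress these genes. The PCR data of Fig. 4C were not used here.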

### The TRAMP5 RNA exosome masks the effects of Fpr4 on transcription

Deletion of *TRF5*, encoding the defining component of the TRAMP5 nuclear RNA exosome, induces severe sickness in Δ*fpr3*Δ*fpr4* yeast (Figure 2). We therefore wondered whether TRAMP5 might be required for the degradation of transcripts negatively regulated by these paralogs. 

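The 2 strains without *TRF5* gave 1 library each, prepared, counted and deposited as in the survey. *TRF5* encodes the poly(A) polymerase of TRAMP5, a complex that marks nuclear RNAs for degradation by the exosome. *TRF5* (YNL299W, chromosome XIV, 66517 to 68445) had between 21 and 51 reads in the 5 survey libraries, 0 in Δ*fpr3*Δ*trf5* and 2 in Δ*fpr3*Δ*fpr4*Δ*trf5*. These 2 reads are 12.0% of the gene's median RPKM where it is present, and a level of 3 reads or fewer cannot be told from 0. *FPR3* had 0 reads in both, and *FPR4* had 186 in Δ*fpr3*Δ*trf5* and 0 in Δ*fpr3*Δ*fpr4*Δ*trf5*. *LEU2* had 70 and 35 reads in these strains and 0 in all survey libraries, while *LYP1* had 0 in both and *CAN1* had 3 and 0. These markers belong to the synthetic genetic array (SGA) strains, so the strains differ from the survey strains by more than *TRF5*, and the 2 libraries were compared with each other. *URA3* had 0 reads in both. The paper describes a *URA3*-marked plasmid with *FPR4* that was selected for in the Δ*fpr3* progeny of the screen. Why *FPR4* but not *URA3* had reads in Δ*fpr3*Δ*trf5* was not examined.

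The counted reads came to 819135 in Δ*fpr3*Δ*trf5* and 627679 in Δ*fpr3*Δ*fpr4*Δ*trf5*, the lowest of the 7 libraries, and the median gene had 36 and 35 reads. A gene of 1 kb needs more than 3.66 RPKM in the first library and more than 4.78 in the second to exceed 3 reads.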

To test this idea, we focused on Fpr4-regulated genes by sequencing the ribo-minus transcriptomes of two strains from our SGA screen: Δ*trf5* haploids with a functional Fpr4 (Δ*fpr3*Δ*trf5**)*, and isogenic haploids from the same spores that lack both Fpr3/4 proteins (Δ*fpr3*Δ*fpr4*Δ*trf5**)*. This provided a sensitized approach to reveal Fpr4-regulated RNAs because functional compensation by Fpr3 is not possible and potential degradation of upregulated RNAs by TRAMP5 is eliminated. This comparison (Δ*fpr3*Δ*trf5* *vs.* Δ*trf5*Δ*fpr3*Δ*trf5**)* uncovered a total of 1321 differentially expressed genes (967 upregulated and 354 downregulated) (Figure 4D). 

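Of 4733 tested genes, 1329 were called in Δ*fpr3*Δ*fpr4*Δ*trf5* against Δ*fpr3*Δ*trf5*, 978 higher and 351 lower (73.6% higher). At 1.5-fold there were 1123 and at 2-fold 684. The median log2 fold change of all tested genes was 0.20, the largest shift of the 5 comparisons. After rescaling to a median of 0, 1266 genes were called, 623 higher and 643 lower (49.2% higher), and the 351 lower genes were among the 643.

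The log2 fold change fell with gene length (Spearman's rho -0.38 across 4092 genes, which are not independent replicates). In the survey comparisons with wild type the same rho lay between -0.18 and -0.13. The median log2 fold change was 0.63 in the shortest of 5 equal groups of genes (up to 699 bp), and -0.11 in the longest. With the trend over windows of 400 genes ordered by length removed, 496 genes were called higher and 569 lower. Of the 623 genes called higher after rescaling, 409 (65.7%) were called higher again.

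*FPR4* itself had the largest fall. The next were *PHM6*, with 17 reads in Δ*fpr3*Δ*trf5* and 0 in Δ*fpr3*Δ*fpr4*Δ*trf5*, *PHO11*, with 32 and 0, *NAT4* and *EFM3*. The largest rises were in *HSP12* (YFL014W, chromosome VI, 107256 to 107585), a heat shock gene with 0 reads in Δ*fpr3*Δ*trf5* and 69 in Δ*fpr3*Δ*fpr4*Δ*trf5* (at least 30.0-fold higher), the tRNA gene *SUF8* (0 and 6 reads, at least 2.61-fold), *TMA10* (0 and 13, at least 5.66-fold), *DDR2* (1 and 49, at least 21.3-fold) and *SNO1* (0 and 22, at least 9.57-fold).

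**Figure D3:**
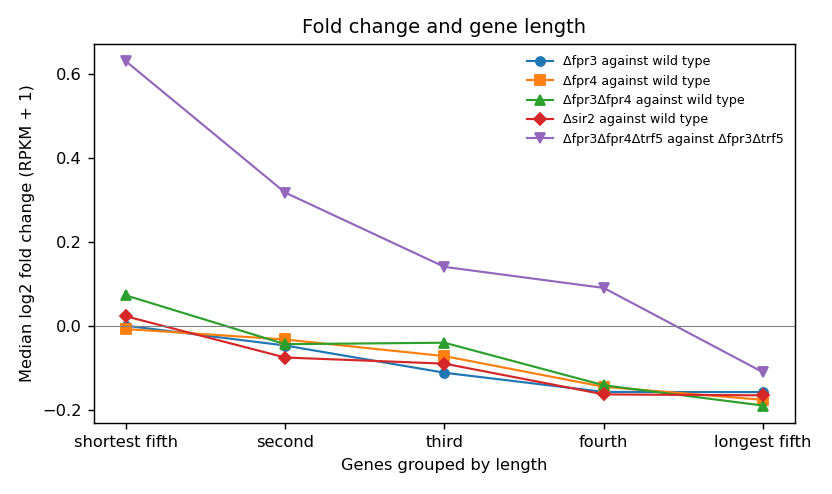
Median log2 fold change of RPKM plus 1 in genes grouped by length into 5 equal groups, for each of the 5 comparisons (1 library per genotype). Only Δ*fpr3*Δ*fpr4*Δ*trf5* against Δ*fpr3*Δ*trf5* rises well above 0 in the shortest group, at 0.63, and it falls to -0.11 in the longest.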

A summary of gene ontology analysis of upregulated genes is provided in Figure 4E. 

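In Δ*fpr3*Δ*fpr4*Δ*trf5* against Δ*fpr3*Δ*trf5*, the 138 ribosomal protein genes had a median log2 fold change of 0.17, at the percentile 99.65 of random lists matched on expression. Rescaled to a median of 0 over all genes with an RPKM of at least 10, the median of the set was -0.04, still at the percentile 99.65. Against random lists matched on length as well, the percentile of the set was 29.5. Single ribosomal protein genes were called higher in 43 cases and lower in 15, both over all tested genes and over the list alone. The 128 rRNA processing genes had a median of 0.27, at the percentile 90.9, with 35 called higher and 5 lower, again the same over the list alone. Rescaled, their median was 0.06. Against random lists matched on length as well they stood at the percentile 99.36.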

Genes encoding protein components of the cytosolic ribosome (*P* = 3.21 × 10^−12^) and genes associated with rRNA processing (*P* = 1.14 × 10^−8^) are highly enriched as Fpr4 targets. 

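The median log2 fold change in Δ*fpr3*Δ*fpr4*Δ*trf5* against Δ*fpr3*Δ*trf5* was 0.61 for 50 cell wall genes with an RPKM of at least 10 and 0.82 for 37 electron transport genes, above all 10000 random lists in both cases. After rescaling it was 0.40 and 0.61. With lists matched on length as well, the cell wall genes stayed at the percentile 100 and the electron transport genes moved to 99.49. Of the cell wall genes tested, 29 were called higher and 3 lower (31 and 3 over the list alone). Of the electron transport genes, 16 were called higher and 0 lower (20 and 0 over the list alone).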

Also enriched were genes coding for constituents of the fungal-type cell wall (*P* = 1.87 × 10^−4^) and the electron transport chain (*P* = 6.12 × 10^−8^) (Figure 4E). These results partially explain the underestimation of genes negatively Δ*fpr4* transcriptomes (Figure 4A). That is, the TRAMP5 RNA exosome may buffer changes in the levels of some Fpr4 regulated RNAs.

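The loss of *FPR4* can be read in 3 backgrounds: Δ*fpr4* against wild type, Δ*fpr3*Δ*fpr4* against Δ*fpr3*, and Δ*fpr3*Δ*fpr4*Δ*trf5* against Δ*fpr3*Δ*trf5*. Of 969 genes higher in the third comparison and tested in the first, 63 were also higher in Δ*fpr4* (37.7 if independent) and 78 were lower (90.6 if independent). Of 966 tested in Δ*fpr3*Δ*fpr4* against Δ*fpr3*, 91 were also higher there (49.5 if independent) and 36 were lower (47.4 if independent). After rescaling, the genes higher in both were 64 for Δ*fpr4* (37.9 if independent) and 66 for Δ*fpr3*Δ*fpr4* (29.9 if independent). The numbers if independent take no account of read depth, and genes with more reads are called more easily in each comparison. Across genes, the log2 fold changes of the third comparison had a Spearman's rho of 0.03 with the first and 0.09 with the second. Cell wall genes had medians of -0.10, 0.13 and 0.61 in the 3 backgrounds, and electron transport genes 0.18, 0.07 and 0.82. Those of rRNA processing genes were -0.27, -0.07 and 0.27, at the percentiles 0, 1.6 and 90.9, and those of ribosomal protein genes 0.12, 0.0048 and 0.17, at 99.99, 21.6 and 99.65. Phosphate genes had medians of 0.97, -0.23 and -1.01, at the percentiles 100, 0.24 and 0. The third background also differs from the others by the SGA strain.

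From the larger number of genes that rose with the loss of *FPR4* in cells without *TRF5* than in Δ*fpr4* (Fig. 4, A and D), the paper proposes that TRAMP5 offsets part of the change in some RNAs regulated by Fpr4.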

### A signature of incomplete elongation is present in **Δ***fpr4* yeast

Further interrogation of our transcriptome data reveals additional evidence for Fpr4 in the regulation of transcription: we noticed that a significant proportion (∼40%) of differentially expressed genes in Δ*fpr3*Δ*fpr4*Δ*trf5* yeast displayed an accumulation of reads toward the 5′ end of the annotated transcript. Subsequent bioinformatic analysis of the total transcriptomes of Δ*fpr3*Δ*fpr4*Δ*trf5* and Δ*fpr3*Δ*trf5* mutants revealed that this asymmetry (or 5′-bias) is widespread, and detectable in genes, irrespective of their net change in transcription (Figure 5A). RNA-seq reads on two example genes illustrating this asymmetry signature are presented in Figure 5B; *SSF1* codes for a constituent of the 66S preribosome and is required for large ribosomal subunit maturation, while *UTP9* codes for a component required for proper endonucleolytic cleavage of 35S rRNA. The paired-end tag coverage on both of these genes, but not the *ACT1* gene (Figure 5C), displays the characteristic 5′ asymmetry in Δ*fpr3*Δ*fpr4*Δ*trf5* yeast. 

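The counts give each gene's total and no positions within it, so coverage along the gene was not analysed here. *SSF1* (YHR066W, chromosome VIII, 229335 to 230696) had 77 reads in Δ*fpr3*Δ*trf5* and 92 in Δ*fpr3*Δ*fpr4*Δ*trf5*, a log2 fold change of 0.63 (95% interval 0.19 to 1.10, adjusted p = 0.0161, chi-square test of the reads with Benjamini-Hochberg adjustment). After rescaling it was 0.43 and not called (adjusted p = 0.128, chi-square test). *UTP9* (YHR196W, chromosome VIII, 491931 to 493658) had 131 and 178 reads, a log2 fold change of 0.82 (0.49 to 1.16, adjusted p = 5.70e-06, chi-square test). *ACT1* (YFL039C, chromosome VI, 53260 to 54696) had 3984 and 2790 reads, a log2 fold change of -0.13 (-0.20 to -0.06), under the fold threshold.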

We verified these observations using independent biological replicates and quantitative real-time PCR using 5′ and 3′ amplicons of *UTP9* and *SSF1*, which were normalized to the unchanged *GPD1* gene (Figure 5D). This transcriptome signature demonstrates three novel findings: first, Fpr4 negatively regulates transcription from many genes even though total reads per gene may not change; second, Fpr4 action is critical at a stage after initiation, likely transcriptional elongation; and third, because this signature of accumulated 5′ reads on genes is only readily detectable in the absence of Trf5, the TRAMP5 RNA exosome can mask subtle transcriptional defects (Figure 4D). While we cannot rule out potential effects of Fpr3 and Fpr4 on the stability of RNAs, given the role histone chaperones play in nucleosome dynamics, we favor a model that explains this bias as a consequence of altered passage of polymerase through genes. Additional experiments probing transcriptional processivity in Δ*fpr3* and Δ*fpr4* mutant yeast are needed to resolve the mechanism(s) by which these histone chaperones facilitate the full transcription of genes.

**Figure 5:**
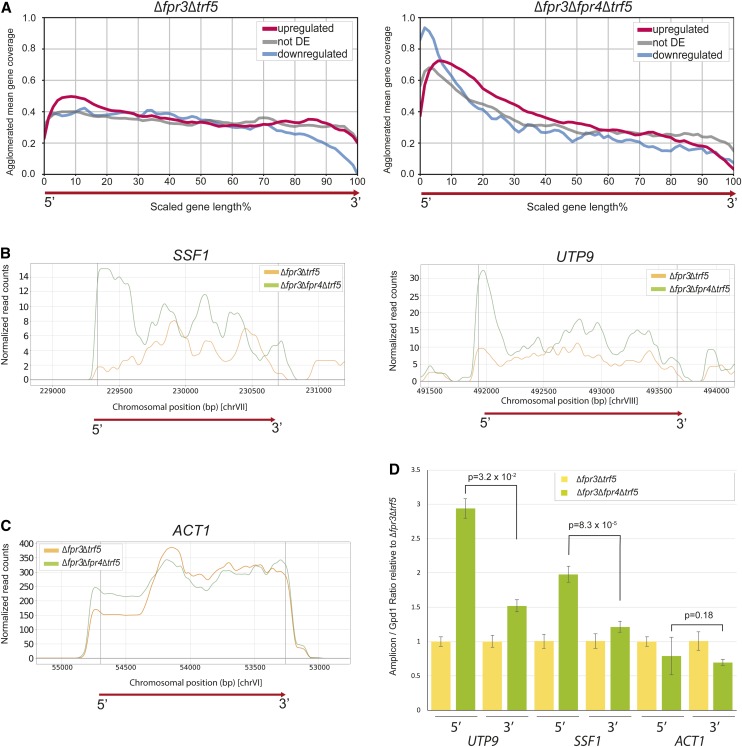
A signature of incomplete elongation is present in ∆*fpr4* yeast. (A) Plots of RNA-seq read density as a function of position on a scaled average gene. Upregulated, downregulated, and unchanged transcripts generated from (left) ∆*fpr3*∆*trf5* double mutants and (right) ∆*fpr3*∆*fpr4*∆*trf5* triple mutants are shown. (B) RNA-seq read density plots on two genes showing a signature of incomplete elongation: (left) *SSF1*, (right) *UTP9*. (C) RNA-seq read density plots on ACT1, a gene without a signature of incomplete elongation. (D) Quantitative real-time PCR validation of RNA read densities on *UTP9*, *SSF1*, and *ACT1*. 5′ and 3′ amplicons were normalized to the unchanged *GPD1* gene. RNAs were extracted from independent biological replicates (from those subjected to RNA-seq).

### Fpr4 inhibits transcription from the nontranscribed spacers of rDNA

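The reference genome carries the tandem array as 2 copies on chromosome XII. The first copy runs from *RDN37-1* (451575 to 458432, the minus strand), the precursor of the large rRNAs, through *NTS2-1* (458433 to 459675, 1243 bp), *RDN5-1* (459676 to 459796, the plus strand, 121 bp) and *NTS1-2* (459797 to 460711, 915 bp). The second copy starts with *RDN37-2* (460712 to 467569), followed by *NTS2-2* (467570 to 468812) and *RDN5-2* (468813 to 468931). *NTS2* thus lies between the precursor gene and the small *RDN5* gene, and *NTS1* between *RDN5* and the next precursor gene. *TAR1* (454696 to 455070), which lies within *RDN37-1* on the opposite strand, is the one gene of the array among those counted. It had 0 reads in all 7 libraries. Reads that fit both copies of the array were removed by the authors, so this 0 cannot show whether *TAR1* was transcribed. Coverage over the rRNA genes and the spacers was not analysed here.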

The rDNA locus in yeast consists of a series of 150–200 tandem repeats of a 9.1 kb unit containing the 35S and the 5S rRNAs, each separated by two nontranscribed spacer sequences (*NTS1* and *NTS2*) (Johnston *et al.* 1997). Given the nucleolar enrichment of Fpr3 and Fpr4, and the ability of Fpr4 to repress reporter expression from rDNA (Kuzuhara and Horikoshi 2004), we asked if yeast lacking Fpr3 and Fpr4 display transcriptional defects at rDNA. While our RNA-seq analysis was performed on ribo-minus RNA, reads from within the rRNA are readily detected (presumably from incomplete rRNA depletion) and indicate no change in rRNAs in Δ*fpr3*, Δ*fpr4*, or Δ*fpr3*Δ*fpr4* strains (Figure 6A), which we have also observed in Northern and quantitative real-time PCR analyses (data not shown). Surprisingly, we did not observe evidence for the reported loss of *NTS* silencing in Δ*fpr4* (or Δ*fpr3** or* Δ*fpr3*Δ*fpr4*) yeast (Kuzuhara and Horikoshi 2004) (Figure 6A). Given that TRAMP5 buffers the loss of Fpr4 (Figure 4D), we asked if Trf5 might be degrading NTS RNAs in Δ*fpr4* yeast. Consistent with this idea, we observe transcripts templated from both strands of NTS1 and NTS2 in Δ*fpr3*Δ*fpr4*Δ*trf5*, but not Δ*fpr3*Δ*trf5* strains. Taken together, these results support a model where Fpr4 establishes a transcriptionally silent chromatin state at rDNA. In the absence of this chromatin structure, pervasive transcription can occur from both strands of *NTS1* and *NTS2*. These RNAs are presumably normally degraded by TRAMP5.

**Figure 6:**
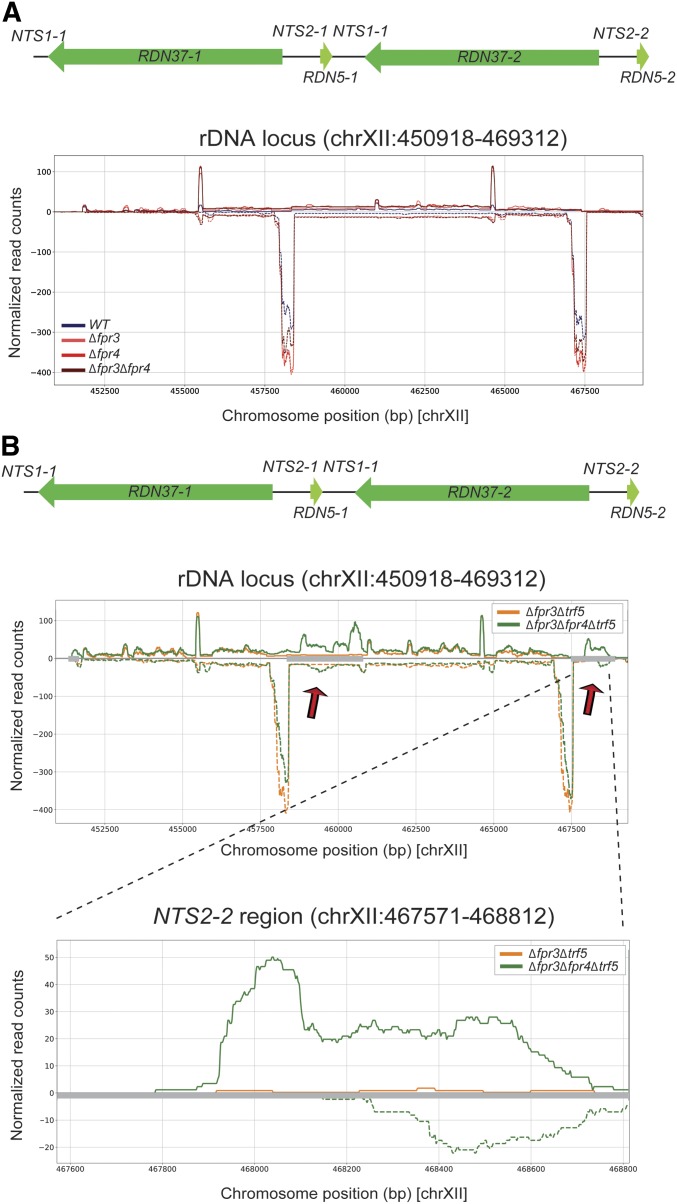
Fpr4 is required to silence the nontranscribed spacers (NTS) of rDNA. (A) Plots of RNA-seq read density across the rDNA locus on chromosome XII in wild type and ∆*fpr3*, ∆*fpr4*, and ∆*fpr3*∆*fpr4* mutants. The lack of reads mapping to NTS2-1, NTS1-1 (center) and NTS2-2 (right) suggests transcriptional silence in maintained in all strains. (B) Plots of RNA-seq read density across the rDNA locus on chromosome XII (top), and across NTS2-2 (bottom) in wild type and ∆*fpr3*∆*trf5* and ∆*fpr3*∆*fpr4*∆*trf5* mutants. The reads mapping to NTS2-1, NTS1-1 (center) and NTS2-2 (right) in ∆*fpr3*∆*fpr4*∆*trf5* reveals that Fpr4 is required to transcriptionally silence the NTSs. WT, wild type.

### Fpr3 and Fpr4 are required for genomic stability at rDNA

Ribosomal RNAs comprise ∼80% of the total RNA in yeast; accordingly, active rDNA repeats are the most heavily transcribed and nucleosome-free genes in the cell (Warner 1999; Vogelauer *et al.* 2000; Nomura *et al.* 2004). Reciprocally, the adjacent *NTS* spacers and inactive rDNA repeats are chromatinized and potently silenced. This arrangement is thought to generate a chromatin template that is refractory to recombination between rDNA repeats and the deleterious loss of rDNAs from chromosome XII, which is a major driver of yeast replicative aging (Sinclair and Guarente 1997). For this reason, failure to generate heterochromatin environments at rDNA, as occurs in Δ*sir2* histone deacetylase mutants, decreases genomic stability at this locus (Gottlieb and Esposito 1989; Kobayashi *et al.* 2004).

We reasoned that if Fpr3 or Fpr4 were silencing the NTS regions via a mechanism that involves chromatin structure, that yeast lacking these enzymes should also exhibit genomic instability at this locus. To test this hypothesis, we introduced Δ*fpr3*Δ*fpr4** and* Δ*sir2* deletions into a strain with a reporter gene (*URA3*) integrated at NTS1 (van Leeuwen and Gottschling 2002; van Leeuwen *et al.* 2002). First, URA^+^ status of each strain was ensured by propagation in media lacking uracil. Next, cells were grown in nonselective media (YPD) for 2 days to permit reporter silencing or loss. Phenotypically *ura*^–^ cells were isolated on 5-FOA and ∼96 colonies were picked using a colony picking robot. These *ura*^–^ cells could arise in two ways: epigenetic silencing of *URA3* at *NTS1*, or from *URA3* gene loss via recombination (Figure 7A). To discriminate between these events, we replica-plated these individual isolates to media lacking uracil, where growth indicates that the *URA3* phenotype was a consequence of epigenetic silencing. Reciprocally, isolates that failed to grow would represent reporter loss events (Figure 7A). These propagation assays revealed that normally, the rate of epigenetic switching of *URA3* is much higher than reporter loss: 82% of *ura*^–^ isolates still have a *URA3* gene at the end of our propagation assay as exemplified growth in the absence of uracil (Figure 7, B and C), and by PCR of genomic DNA (not shown). As expected, Δ*sir2* yeast are unable to establish silent chromatin at NTS1, and can only grow on 5-FOA via loss of the reporter. Finally, we observe that Δ*fpr3*Δ*fpr4* yeast are compromised in their ability to silence *URA3* epigenetically: only 30% of 5-FOA-resistant colonies retain the *URA3* gene. Thus, in Δ*fpr3*Δ*fpr4* yeast recombination and *URA3* reporter gene loss are more frequent than epigenetic silencing. This observation supports a model where Fpr3 and Fpr4 build chromatin structures at the *NTS* regions of rDNA locus. These structures are critical to maintaining genome stability at rDNA.

**Figure 7:**
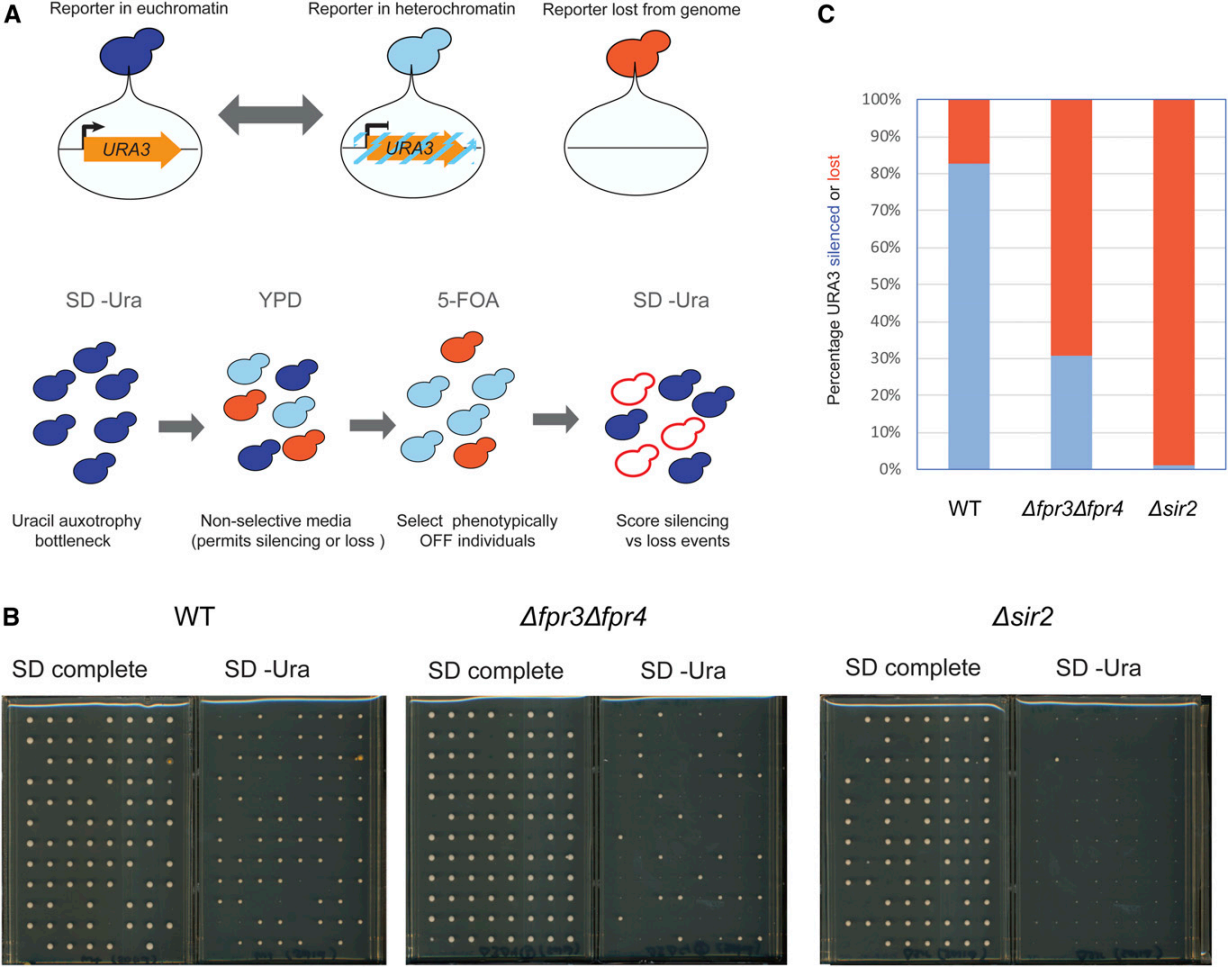
Fpr3 and Fpr4 are required for genomic stability at the rDNA locus. (A) Diagrams illustrating the propagation experiment carried out to assess frequency of reporter loss. Top: the rDNA(NTS1)::*URA3* gene stochastically switches between an active euchromatin state (dark blue cells) and a silenced heterochromatin-like state (light blue cells). Bottom: individuals that lose the reporter due to instability can be distinguished from cells with a stochastically silenced reporter with the indicated workflow. (B) Images of the 96 individuals selected for after propagation on SD complete control media and SD-URA experimental media. Those growing on the experimental media represent the fraction of the population in which the reporter was epigenetically silenced. Those that fail to grow indicate permanent loss of the reporter. (C) Percentage of total colonies recovered after strain propagation that have retained or lost the ability to grow on SD complete media. WT, wild type.

## Discussion

Gene duplication events play a critical role in protein and organism evolution. However, the high similarity of duplicated genes can lead to complete or partial compensation when one paralog is deleted, as is in the case in conventional genetic interaction analysis. Here we present a dual-query SGA screening approach where one genetic cross can report the separate, shared, and masked genetic interactions of gene paralogs. Using this approach on two nucleoplasmin-like histone chaperones revealed that they perform separate, cooperative, and redundant chromatin-related functions. Given that ∼13% of yeast protein coding genes are duplicates (Wolfe and Shields 1997), this approach may have applications in the analysis of other paralogs.

The genetic interactions annotated here support a unique function for Fpr3 in orchestrating centromeric chromatin dynamics during chromosome segregation. This is fully consistent with existing literature (Hochwagen *et al.* 2005; Krogan *et al.* 2006; Macqueen and Roeder 2009; Ghosh and Cannon 2013; Ohkuni *et al.* 2014). Our comparative analysis provides additional systems-level evidence that this role is not shared with Fpr4, indicating that Fpr3, potentially as a homo-oligomer, may regulate chromatin in a way that affects chromosome segregation (Hochwagen *et al.* 2005; Macqueen and Roeder 2009). Furthermore, the fact that Δ*fpr3*Δ*fpr4* double mutants display fewer genetic interactions than single-gene Δ*fpr3* mutants (Appendix 1) indicates that Fpr4 may be toxic in the absence of Fpr3 (Ohkuni *et al.* 2014). This model predicts that in the absence of Fpr3, the partial engagement or modification of chromatin by Fpr4 is deleterious.

Several members of the ADA and SWI/SNF chromatin regulatory complexes exhibit negative genetic interactions with both Fpr3 and Fpr4. These results could be explained by reduced dosage of a histone chaperone activity. Alternately, these genetic interactions are consistent with a model where Fpr3 and Fpr4 act together to chaperone nucleosomes, facilitating chromatin dynamics as SWI/SNF does. Whether this means that the paralogs operate together in a sequence of events, such as the removal and subsequent redeposition of nucleosomes during transcription or, in concert as a hetero-oligomeric complex, is not yet clear. The fact that Fpr3 and Fpr4 copurify (Krogan *et al.* 2006) supports the latter model, but does not exclude the former.

The repression of several phosphate and polyphosphate metabolism genes in rich media requires both Fpr3 and Fpr4. It is therefore intriguing that both Fpr3 and Fpr4 were recently identified as two of the most heavily polyphosphorylated proteins in the yeast proteome, along with several proteins in an evolutionarily conserved network of ribosome biogenesis factors (Neef and Kladde 2003; Bentley-DeSousa *et al.* 2018). The precise sites of Fpr3 and Fpr4 polyphosphorylation and the effect of this post-translational modification on Fpr3 and Fpr4 function is not yet clear. Fpr3 and Fpr4 also affect the steady-state levels of mRNAs encoding ribosomal protein genes and rRNA processing machinery. Thus, Fpr3 and Fpr4 may function as master regulators of ribosome biogenesis by coordinating both ribosomal protein abundance and rRNA processing. Given that many ribosomal and rRNA processing protein genes are driven by common regulators, Fpr3 and Fpr4 may recognize common DNA sequences or transcription factors to accomplish this function (Fermi *et al.* 2016). As already stated, the links between polyphosphorylation of Fpr3 and Fpr4 and the ribosome biogenesis network also require further investigation. It appears that at least some elements of this regulatory system may be conserved in the human nuclear FKBP25 protein (Gudavicius *et al.* 2014; Dilworth *et al.* 2017) and the acidic tract–containing nucleolin protein (Bentley-DeSousa *et al.* 2018).

The yeast TRAMP5 complex recognizes and polyadenylates aberrant RNA transcripts to target them for degradation by the Rrp6 ribonuclease (Schmidt and Butler 2013). TRAMP5 targets include both ribosomal protein coding mRNAs and cryptic unstable transcripts generated from intragenic sites on the genome, including those within the rDNA locus (LaCava *et al.* 2005; Reis and Campbell 2007; San Paolo *et al.* 2009; Wery *et al.* 2009). Here, we found that deletion of Δ*trf5* enabled the detection of a previously invisible transcriptome signature Δ*fpr4* yeast where there is a bias in the RNA-seq reads toward the 5′ end of genes. This is consistent with Fpr4 promoting the transcriptional elongation process. It is noteworthy that these reads appear to cover the first one to three nucleosomes of genes because Fpr4 is capable of both histone and nucleosome binding (Leung *et al.* 2017), and was previously shown to be important for the kinetics of transcriptional induction (Nelson *et al.* 2006). Thus, the nucleosomes near the transcriptional start site are candidates targets of Fpr4. This regulation could involve either the installation of nucleosomes within promoters to inhibit transcriptional initiation or nucleosome/histone eviction from sequences downstream of the promoter to remove nucleosome blocks to the polymerase. The cryo-electron microscopy structures of nucleoplasmin pentamers engaging intact histone octamers provides further support for these models (Franco *et al.* 2019). We recently showed that Fpr4’s nucleoplasmin-like acidic regions bind to free histones, while its basic surfaces permit nucleosome binding (Leung *et al.* 2017). Precisely how these activities and Fpr4’s peptidyl-prolyl isomerase activity toward the histone H3 tail (Nelson *et al.* 2006) (Monneau *et al.* 2013) cooperate to regulate chromatin dynamics is still unclear, However, the genetic and transcriptional readouts identified here provide complementary assays for dissecting the importance of each of these features.

In addition to regulating the transcription of protein coding genes, Fpr4 restricts transcription from the *NTS* sequences of rDNA. This is consistent with both nucleolar enrichment and data indicating that Fpr4 inhibits transcription of exogenous reporters at rDNA in yeast (Kuzuhara and Horikoshi 2004) and orthologs operate similarly in plants (Li and Luan 2010). In yeast, the NTS loci contain important DNA sequence features, including two terminators for the RNA Pol I–transcribed RDN35 repeat, a replication fork barrier site, and an autonomous replication site. Two separate observations suggest that Fpr4 builds chromatin at rDNA to insulate DNA at these spacers. First, using a strain sensitized to reveal Fpr4-regulated RNAs accumulates large amounts of NTS transcripts, and these RNAs are templated by both DNA strands. Second, consistent with a chromatin structural defect underpinning this phenomenon, the rDNA locus in Δ*fpr3*Δ*fpr4* yeast is also hyper-recombinogenic (Figure 7). Thus, these histone chaperones are of particular importance at the 100–200 rRNA repeats where they mediate the stability and silencing of spacers between the most heavily transcribed sequences in the cell. How these chaperones regulate chromatin structure at this locus, and how the structure differs from other targets in the nuclear genome, remain open questions that can now be addressed in future studies.

How the deposited data were processed for this re-analysis (not part of the article)

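RNA-seq libraries of 7 yeast genotypes were analysed, 1 library each: wild type, Δ*fpr3*, Δ*fpr4*, Δ*fpr3*Δ*fpr4* and Δ*sir2* in the survey, and Δ*fpr3*Δ*trf5* and Δ*fpr3*Δ*fpr4*Δ*trf5* from the SGA screen. The paper's methods state that rRNA-depleted RNA was sequenced as paired ends, that the authors aligned the reads to sacCer3 with BWA, and that they removed reads below a mapping quality threshold, collapsed duplicated fragments, kept properly paired reads and counted reads on the proper strand within gene boundaries. For each of 5110 genes, the authors deposited a whole-number read count, which is not normalized. The second value that the authors deposited is an RPKM, although its column is named for another unit. It was recomputed from the count, the gene length and the total count of the library, and checked to differ by at most 0.0979% in genes with more than 20 reads. Genes were named by the symbols and coordinates of the files. Of the 5110 genes, 5041 matched the reference annotation by systematic name and 5034 of them had the same start and end.

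Samples were mapped to genotypes by the labels and the paper, and each label was checked against the deleted genes. All deleted genes had 0 reads in their libraries except *TRF5* in Δ*fpr3*Δ*fpr4*Δ*trf5*, with 2 reads. Total counts per library ranged from 627679 to 1242534, with a median of 1092722. A level of 3 reads or fewer was not told from 0, so only a share of the counts above 0.000241% to 0.000478%, depending on the library, could be seen. Intervals of shares are 95% Wilson intervals, and intervals of fold changes come from the exact binomial interval of a gene's reads in the 2 libraries. Both cover counting error only, and not differences between cultures, which 1 library per genotype cannot show.

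The test was chosen before the data were examined, as were the alternatives unless stated otherwise. The design named a fold threshold on normalized values as the main rule, and a rule on reads after the paper's in its place if the files held reads. They do, so a form of the paper's rule was used. The paper states the chi-square test, the adjustment, the fold between RPKM values and the minimum of reads, while the layout of the test, the pseudocount and the counting of reads over the 2 libraries together were chosen here. The rule was a chi-square test with 1 degree of freedom of the gene's reads against the other reads of 2 libraries, Benjamini-Hochberg adjustment at 0.05, more than 5 reads in the 2 libraries together, and a log2 fold change of RPKM plus 1 past 1.3-fold. This compares 2 libraries and not 2 conditions. Comparisons were Δ*fpr3*, Δ*fpr4*, Δ*fpr3*Δ*fpr4* and Δ*sir2* against wild type, and Δ*fpr3*Δ*fpr4*Δ*trf5* against Δ*fpr3*Δ*trf5*. Gene sets were lists of names and name patterns, or a distance to the chromosome end, written before the data were examined. They were summarised over members with an RPKM of at least 10 in at least one of the 2 libraries by their median log2 fold change, and by the percentile of that median among 10000 random lists whose genes were each drawn from the 50 nearest in mean log2 RPKM. For rescaled sets, the median of all genes with that RPKM was set to 0. A list below the percentile 2.5 or above 97.5 was taken to stand apart. Set comparisons for rRNA processing genes in the survey, for all sets in Δ*sir2* and for phosphate genes in Δ*fpr3*Δ*fpr4*Δ*trf5* were added after the design was fixed.

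The alternatives were pseudocounts of 0.1 and 5, no filter on reads, an RPKM of at least 10 in both libraries or of at least 50 in at least one, fold thresholds of 1.5 and 2, the fold threshold without a test, rescaling of each comparison to a median log2 fold change of 0, set members above 0 in at least one library, and random lists matched on length. Added after seeing the data were no pseudocount, an exact binomial test, more than 5 reads in each library, an RPKM of at least 10 in at least one library, and leaving out mitochondrial genes. The calling rule was tested on simulated libraries with counting error only and 200 genes changed by known folds. The set percentile was tested on 100 random sets, of which 4 fell outside the tails. It was also tested on 1 set shifted by 0.5 (log2), which stood at the percentile 100.

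The genes named are those in the paper's RNA-seq text, the deleted and marker genes, the mating-type sets, the 5 largest rises and falls in each comparison, and the 5 genes up and down in all 3 mutants with the largest smallest change. One gene that falls under this rule is not reported here. Other names are members of counted lists or were chosen after their values were seen. The 17 genes that overlap another on the same strand, 11 of them mitochondrial, have uncertain counts, as do near-identical pairs such as *PHO11* and *PHO12*. Of the genes, 5059 are protein-coding, 47 are tRNA genes and 4 pseudogenes, and 18 are mitochondrial. Coverage along genes, intergenic regions, rRNA genes and spacers were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 were used.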

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

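All tests in this part were chosen only after the results they bear on had been seen. Each genotype has 1 library, so no difference below has a replicate check.

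The phosphate genes went in opposite directions when *FPR4* was lost in different backgrounds. Their median log2 fold change was 0.97 in Δ*fpr4* against wild type and -1.01 in Δ*fpr3*Δ*fpr4*Δ*trf5* against Δ*fpr3*Δ*trf5*, where 14 of the 25 tested genes were called lower and 3 higher. They were also lower in Δ*fpr3*Δ*fpr4* against Δ*fpr3*, at -0.23 (percentile 0.24). The differences between these comparisons were not themselves tested. *PHO84* had 1377 reads in Δ*fpr3*Δ*trf5* and 76 in Δ*fpr3*Δ*fpr4*Δ*trf5*, a log2 fold change of -3.78, and *PHO5* had 78 and 11. Reads shared between near-identical copies do not account for the fall: without *PHO3*, *PHO5*, *PHO11* and *PHO12* the median was -0.68, lower than all random lists. Nor does gene length, since the percentile among lists matched on length as well was 0. Rescaling made the median lower, at -1.22. *PHO84* stood at 953 RPKM in Δ*fpr3*Δ*trf5* and at 68.6 in Δ*fpr3*Δ*fpr4*Δ*trf5*, against 461 in wild type and between 1177 and 1975 in the 4 survey mutants. A different phosphate or growth state of the cultures may be behind the fall from Δ*fpr3*Δ*trf5* to Δ*fpr3*Δ*fpr4*Δ*trf5*, but with 1 culture each it cannot be separated from the genotype.

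Sets that the paper reports for the 3 *fpr* mutants also changed in Δ*sir2* against wild type, for which the paper does not discuss them. The phosphate genes had a median of 0.87, the siderophore genes -1.55 and the ribosomal protein genes 0.36, each outside the tails of the random lists. A candidate explanation is the single wild-type library that every comparison shares. With the Δ*sir2* library in its place, the highest phosphate median of the 3 mutants was 0.087 (percentile 75.4) and the lowest siderophore median was 0.15 (percentile 71.9), so no mutant stood above Δ*sir2* for phosphate genes or below it for siderophore genes. The phosphate median was -0.06 (percentile 24.9) in Δ*fpr4* and -0.32 (percentile 0.01) in Δ*fpr3*Δ*fpr4*, and the siderophore median was 0.79 (99.92) in Δ*fpr4* and 0.81 (99.91) in Δ*fpr3*Δ*fpr4*. Rises of electron transport genes (0.25) and rRNA processing genes (0.071) and a fall of cell wall genes (-0.57, a list that holds the mating genes *AGA1* and *AGA2*) in Δ*sir2* also lay outside the tails. The shared wild-type library alone would move the other mutants alike, but cell wall genes had medians of -0.16, -0.10 and -0.08 in Δ*fpr3*, Δ*fpr4* and Δ*fpr3*Δ*fpr4*, and rRNA processing genes 0.07, -0.27 and -0.03. Electron transport genes had 0.17, 0.18 and 0.18. No other explanation was tested for these 3 sets. For the phosphate and siderophore genes, the wild-type library alone would not give the differences of Δ*fpr3*Δ*fpr4*, and for siderophore genes of Δ*fpr4*, from Δ*sir2*, and *PIC2* rose in the 3 mutants but not in Δ*sir2*. The library may still account for part of the changes, as may an effect shared by the loss of Sir2 and of the Fpr proteins, and the data cannot separate these. The paper's PCR of *PHO5*, *PHO84* and *SIT1* in independent cultures bears on this question and was not used here. For the ribosomal protein genes in Δ*sir2*, gene length was tested, and the percentile among lists matched on length as well was 100, so length does not account for their rise. Their medians were lower in Δ*fpr3*, Δ*fpr4* and Δ*fpr3*Δ*fpr4* (0.17, 0.12 and 0.16), so the wild-type library alone does not account for the rise in Δ*sir2*.

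Reads on the 47 tRNA genes came to 68 in Δ*fpr3*Δ*trf5* and 68 in Δ*fpr3*Δ*fpr4*Δ*trf5*, against 12 to 23 in the 5 survey libraries, which have more reads in all. As a share of counted reads this was 4.83-fold higher in the 2 libraries on average than the median of the survey. A larger share of reads from short genes was tested as the cause: protein-coding genes under 300 bp rose 1.64-fold, which is well under the rise on tRNA genes. The loss of Trf5 may be behind the difference, since both libraries lack it, but both also come from SGA strains and were compared with survey strains, so strain, library preparation and *TRF5* cannot be told apart.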

How the results depend on the processing

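No test in this part was chosen to explain a result after it was seen, except for the 5 alternatives named as added after seeing the data. For 127 results, each recomputed under the alternatives that apply to it, there were 645 values beside the main ones. Of the counts, shares and sets, 325 values kept their direction and their side of the threshold or stayed within the limits for a count or share, and of the single genes 248 did. The settings that changed results are given in turn, and the cause was not tested for any of them. The 5 added alternatives were run for the counts and shares of called genes only, and none of those changed in these terms. For single genes, 1 change was stronger and 6 were weaker, as given beside those genes or below.

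With a fold threshold of 2, the genes called were 197 in Δ*fpr3*, 199 in Δ*fpr4*, 218 in Δ*fpr3*Δ*fpr4*, 352 in Δ*sir2* and 684 in Δ*fpr3*Δ*fpr4*Δ*trf5*. The share that fell was 59.4%, 63.8%, 59.6%, 79.0% and 14.6%. The genes shared by Δ*fpr3* and Δ*fpr4* were 50, with 1 opposite, those in all 3 mutants 30 (21 up, 9 down), and those in 1 genotype only 115, 121 and 126. The genes higher in Δ*fpr3*Δ*fpr4*Δ*trf5* and also in Δ*fpr4* or in Δ*fpr3*Δ*fpr4* against Δ*fpr3* were 25 and 24. With a fold threshold of 1.5, the share that fell was 22.7% in Δ*fpr3*Δ*fpr4*Δ*trf5* and 79.1% in Δ*sir2*, 1 gene was opposite, and 84 genes were changed in all 3 mutants, with 48 down.

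With the fold threshold alone, the genes called were 1710, 1750, 1857, 1932 and 2577 in the same order. The share that fell was 66.2% in Δ*fpr4*, 70.2% in Δ*sir2* and 29.6% in Δ*fpr3*Δ*fpr4*Δ*trf5*. The shared genes were 902, with 96 opposite, those in all 3 mutants 551 (174 up, 377 down), those in 1 genotype only 614, 560 and 632, and those higher in Δ*fpr3*Δ*fpr4*Δ*trf5* and in the other losses of *FPR4* 288 and 427. With an RPKM of at least 50 in at least one library, 375 genes were called in Δ*fpr3*, 418 in Δ*fpr4* and 601 in Δ*sir2*, the share that fell was 61.1% in Δ*fpr3*, 58.8% in Δ*fpr3*Δ*fpr4* and 66.9% in Δ*sir2*, and those in 1 genotype only were 171, 166 and 219. With a pseudocount of 5, 1 gene was opposite.

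After rescaling to a median log2 fold change of 0, the share that fell was 41.5% in Δ*fpr3*, 46.9% in Δ*fpr4*, 45.9% in Δ*fpr3*Δ*fpr4*, 52.3% in Δ*sir2* and 50.8% in Δ*fpr3*Δ*fpr4*Δ*trf5*, and 37 genes were down in all 3 mutants. The rRNA processing genes in Δ*fpr3*Δ*fpr4* reversed to 0.062 and the ribosomal protein genes in Δ*fpr3*Δ*fpr4*Δ*trf5* to -0.036. Rescaling moves all genes alike, so it can change the sign of a median near 0 but not its percentile. The percentiles stayed at 91.04 and 99.65. With every set member above 0, the siderophore genes in Δ*fpr4* weakened to -0.36 (percentile 3.97). With random lists matched on length, the medians stay as they are by design and only the percentile can move: the ribosomal protein genes in Δ*fpr4* (0.12) went to 97.26, those in Δ*fpr3*Δ*fpr4*Δ*trf5* (0.17) to 29.5, and the rRNA processing genes in Δ*fpr3*Δ*fpr4*Δ*trf5* (0.27) to 99.36.

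No paired analysis was possible because each genotype has 1 library. Leaving out a replicate was not possible for the same reason. Depth limits the counts most for genes with few reads: in simulated libraries 59.0% of genes changed 2-fold were recovered, but 100% of those with at least 100 reads.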

Differences from the paper's values

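Of the values the paper states, its largest rise and the reads per library differ from the values here by more than 1.5 times. The paper gives the rise as 60-fold, and the value here is only a lower bound of 21.01-fold, so a difference cannot be told. The paper's 1.5M and 2M are the ends of its range of sequenced reads, and the lowest and highest totals counted on genes are 0.628M and 1.24M. These are reads at different steps, and no alternative set before the data were examined changes them.

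The counts of called genes differ by less than 1.5 times. The paper's 529, 549 and 854 genes in Δ*fpr3*, Δ*fpr4* and Δ*sir2* compare with 585, 628 and 945, and the paper's 1321 (967 up, 354 down) in Δ*fpr3*Δ*fpr4*Δ*trf5* with 1329 (978 up, 351 down). For Δ*fpr3*Δ*fpr4*, Fig. 4A shows about 680, read by eye, against 686. The paper's 127 genes in all 3 mutants (62 up, 65 down) compare with 134 (53 up, 81 down), and the paper's 337 and 338 genes in Δ*fpr3* or Δ*fpr3*Δ*fpr4* only with 288 and 343. The paper's text does not state whether its 337 leaves out genes shared with Δ*fpr3*Δ*fpr4*, as the 288 does, so these may be unlike sets. With mitochondrial genes left out, the count in Δ*fpr3*Δ*fpr4*Δ*trf5* was 1321 (970 up, 351 down), and with more than 5 reads in each library the genes in all 3 mutants were 127 (47 up, 80 down). Both settings were chosen after seeing the data. With no filter on reads, the genes in Δ*fpr3*Δ*fpr4* only were 338, and after rescaling Δ*fpr4* had 550. These equal or close values come from different settings, and no setting gave all of the paper's counts. With no filter Δ*fpr3* had 572 genes, and after rescaling Δ*fpr3*Δ*fpr4*Δ*trf5* had 623 up and 643 down. They therefore do not show which rule the paper used. The paper's largest rise of 60-fold compares with 21.01-fold for *PHO11*, a bound taken at 3 reads in wild type and without counting error.

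The paper states that Fpr3 and Fpr4 act in the same direction on every gene they share. Here 3 shared genes had opposite calls, and at least 1 gene had them under each setting run, with 96 under the fold threshold alone. The paper states that most changed genes fell in the *fpr* mutants and that most rose in Δ*fpr3*Δ*fpr4*Δ*trf5*. After rescaling, the share that fell was 41.5% in Δ*fpr3*, 46.9% in Δ*fpr4* and 45.9% in Δ*fpr3*Δ*fpr4*, and the share that rose in Δ*fpr3*Δ*fpr4*Δ*trf5* was 49.2%.

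The paper gives phosphate genes as the most changed of the survey. *PHO11* led the rises here with a pseudocount of 1, though not in Δ*fpr4* and Δ*fpr3*Δ*fpr4* with a pseudocount of 5, and *TDA6*, *TPO2*, *SCM3*, *ENA1* and others stood among the 5 largest in a mutant. The paper names ribosomal protein and rRNA processing genes as enriched among those higher in Δ*fpr3*Δ*fpr4*Δ*trf5*. Here the ribosomal protein genes stood at the percentile 99.65 with lists matched on expression and at 29.5 with lists matched on length as well, and the rRNA processing genes at 90.9 and 99.36.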

Other observations

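All tests in this part but the check of the deleted genes were chosen only after the results they bear on had been seen.

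A mislabelled library was tested by the level of each deleted gene, with under 10% of its median in the libraries that carry it set as the limit beforehand. The highest was *TRF5* in Δ*fpr3*Δ*fpr4*Δ*trf5*, at 12.0%, from 2 reads. At so few reads the test cannot decide for that gene, and the other deleted genes were at 0 reads in every library said to lack them.

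Genes changed in all 3 *fpr* mutants were compared with Δ*sir2* in place of wild type. Of the 53 genes up in all 3, 16.98% were called up again in all 3, and of the 81 genes down, 1.23%. The single wild-type library may therefore be the source of many of these calls, and an effect shared with the loss of Sir2 cannot be told apart from it. Of the 53 genes, 39 were also called up in Δ*sir2* against wild type, and of the 81, 62 were also called down.

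The excess of falls in the survey and of rises in Δ*fpr3*Δ*fpr4*Δ*trf5* was set against a shift of the scale between libraries. After rescaling to a median log2 fold change of 0, genes that fell were 41.5% of those called in Δ*fpr3*, 46.9% in Δ*fpr4* and 45.9% in Δ*fpr3*Δ*fpr4*, and genes that rose were 49.2% in Δ*fpr3*Δ*fpr4*Δ*trf5*. Centring brings rises and falls toward balance whatever the cause, so these shares show that the excess depends on the scale and do not show why. The counts hold no reference of constant amount that could tell such a shift from a general change in mRNA.

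For the genes that rose in Δ*fpr3*Δ*fpr4*Δ*trf5*, 2 sequence properties were tested. With the trend over GC content removed, 93.1% of the genes called up after rescaling were called up again, but there was nearly no trend to remove (Spearman's rho -0.01 across genes), so this value by itself decides nothing. With the trend over length removed, 65.7% were (409 of 623), so length does not account for all of the rises. Cell wall and electron transport genes also stayed above the tails of lists matched on length. For the rises that were not called again, a bias of the library toward short genes cannot be told apart from a change in short transcripts. The paper describes reads that gather at the start of genes in the same library, which was not analysed here.

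Stress genes were among the largest rises in Δ*fpr3*Δ*fpr4*Δ*trf5*: 4 genes of a list of 44 were among the 25 largest. The rest of the list was then examined. Of its 37 tested genes, 14 were called up and 0 down. Its 31 genes with an RPKM of at least 10 had a median log2 fold change of 0.50, at the percentile 93.7 of lists matched on expression and length, within the tails. Ribosomal protein genes, which fall in a stress response, stood at the percentile 29.5 of such lists, within the tails as well. Leaving out the genes that rose most lowers the first of these values, and the list was written after the largest rises had been seen, so a general stress response of the culture is left open.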
